# The Critical Role of MMP13 in Regulating Tooth Development and Reactionary Dentinogenesis Repair Through the Wnt Signaling Pathway

**DOI:** 10.3389/fcell.2022.883266

**Published:** 2022-04-21

**Authors:** Henry F. Duncan, Yoshifumi Kobayashi, Yukako Yamauchi, Angela Quispe-Salcedo, Zhi Chao Feng, Jia Huang, Nicola C. Partridge, Teruyo Nakatani, Jeanine D’Armiento, Emi Shimizu

**Keywords:** collagenase, dentinogenesis, histone deacetylase, matrix metalloproteinase, odontoblast, Wnt signaling

## Abstract

Matrix-metalloproteinase-13 (MMP13) is important for bone formation and remodeling; however, its role in tooth development remains unknown. To investigate this, MMP13-knockout (*Mmp13* ^*−/−*^) mice were used to analyze phenotypic changes in the dentin–pulp complex, mineralization-associated marker-expression, and mechanistic interactions. Immunohistochemistry demonstrated high MMP13-expression in pulp-tissue, ameloblasts, odontoblasts, and dentin in developing WT-molars, which reduced in adults, with human-DPC cultures demonstrating a >2000-fold increase in *Mmp13*-expression during mineralization. Morphologically, *Mmp13* ^*−/−*^ molars displayed critical alterations in the dentin-phenotype, affecting dentin-tubule regularity, the odontoblast-palisade and predentin-definition with significantly reduced dentin volume (∼30% incisor; 13% molar), and enamel and dentin mineral-density. Reactionary-tertiary-dentin in response to injury was reduced at *Mmp13* ^*−/−*^ molar cusp-tips but with significantly more dystrophic pulpal mineralization in MMP13-null samples. Odontoblast differentiation-markers, nestin and DSP, reduced in expression after MMP13-loss *in vivo*, with reduced calcium deposition in MMP13-null DPC cultures. RNA-sequencing analysis of WT and *Mmp13* ^*−/−*^ pulp highlighted 5,020 transcripts to have significantly >2.0-fold change, with pathway-analysis indicating downregulation of the Wnt-signaling pathway, supported by reduced *in vivo* expression of the Wnt-responsive gene Axin2. Mmp13 interaction with Axin2 could be partly responsible for the loss of odontoblastic activity and alteration to the tooth phenotype and volume which is evident in this study. Overall, our novel findings indicate MMP13 as critical for tooth development and mineralization processes, highlighting mechanistic interaction with the Wnt-signaling pathway.

## Introduction

Matrix metalloproteinase-13 (MMP13) or collagenase-3 is important in endochondral-ossification, bone-remodeling, and dental pulp mineralization processes (Inada et al., 2004; Duncan et al., 2016). MMP13-deficient mice exhibit altered long bone formation (Stickens et al., 2004), while in histone deacetylase (HDAC)-4-deleted mice, MMP13-expression is elevated in both chondrocytes and trabecular bone, producing an altered-phenotype attributed to an overexpression-induced bone-remodeling disorder (Nakatani et al., 2016). Within dental pulp cell (DPC) cultures, MMP13-expression is high in pulp tissue (Palosaari et al., 2003) and further increased during pulp mineralization (Suri et al., 2008), with pharmacological MMP13-inhibition altering DPC mineralization *in vitro* (Duncan et al., 2016).

Previous research from our group has highlighted the significant interplay between class II HDAC and MMP13 in mineralizing tissue, with MMP13-expression suppressed by HDAC4 in bone (Shimizu et al., 2010). Conversely, an increase in *Mmp13* mRNA and protein expression mediated the effect of HDAC4-deletion on the skeleton (Nakatani et al., 2016). The application of an HDAC-inhibitor (HDACi), suberoylanilide-hydroxamic-acid, to DPC cultures stimulated the upregulation of both *MMP13* gene and protein expression during mineralization *in vitro*, while MMP13-inhibition further altered the expression of mineralization-associated markers including bone morphogenetic protein 4 (*Bmp4*), osteopontin (*Opn*), and the protease *Mmp9* expression (Duncan et al., 2016). Previous studies investigating the deletion of MMPs on tooth development have highlighted the altered dentin structure with *Mmp9* (Yuan et al., 2017) and enamel structure with *Mmp20* (Bartlett et al., 2006); however, the effect of *Mmp13*-deletion on dentinogenesis and tooth development *in vivo* remains unknown. Although MMP13 has been linked to mineralization processes in tooth (Duncan et al., 2016) from a mechanistic perspective, the regulators of MMP13 activity remain to be elucidated. The activity of MMP20 has been linked to *Wnt* signaling (Shin et al., 2018) and JNK/c-jun (Zhang et al., 2007) in enamel development, while dentin sialoprotein (DSP) was identified as a novel substrate of MMP9 in developing teeth (Yuan et al., 2017).

In this study, we show that MMP13 is highly expressed in dental tissues during development and hypothesize that its expression regulates the ordered formation of dentin *in vivo* and repair after cuspal wear. Furthermore, we demonstrate that MMP13-deletion will affect DPC proliferation, tooth development, and the expression of ameloblastic, odontoblastic, and mineralization-associated gene and protein markers including other proteases and HDACs while highlighting its regulation through Wnt signaling and the odontoblast-responsive Axin2 expression.

## Materials and Methods

### Animals

Homozygous MMP13-deficient mice (*Mmp13* ^*−/−*^) on a C57BL/6 background were gifted by Dr. D’Armiento. Male WT and *Mmp-13* ^*−/−*^ mice were characterized and housed as described previously (Nakatani et al., 2016). Experimental (*Mmp13* ^*−/−*^) and control (WT) mice were sacrificed by CO_2_ narcosis at a range of time-points (1 day postnatal to 3 months). Animal weights were recorded before experimentation and subsequently. All experiments followed protocols approved by the New York University Institutional Animal Care and Use Committee (IACUC). All the animal work was complied with the Animal Research: Reporting *In Vivo* Experiments (ARRIVE) guidelines.

### Dental Pulp Cell Culture and the Characterization

Mouse dental pulp cells (DPCs) were isolated from molar and incisor teeth of *Mmp13* ^*−/−*^, and WT was homogenized with TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, United States) and 6 mm zirconium oxide (Thomas Scientific, Swedesboro, NJ, United States) using the bead-based homogenizer (BeadBug, Thomas Scientific) and incubated in PBS containing 3 mg/ml collagenase A (Sigma-Aldrich, St. Louis, MO, United States) and 2.5 mg/ml trypsin (Sigma Aldrich) for 30 min at 37°C. Human dental pulp cells (HDPCs) were purchased from Lonza (Morristown, NJ, United States) and were recently authenticated and verified to be contamination-free. Mouse DPCs and HDPCs were cultured in alpha-MEM with 20% fetal bovine serum, 2 mM L-glutamine, and 100 U/ml penicillin–streptomycin (Life Technologies, Grand Island, NY, United States) at 37°C in 5% CO_2_. The colony-forming unit fibroblast (CFU-F) assay followed a modification of a previous protocol (Chou et al., 2009). A total of 2.0 × 10^3^ cells were cultured in a six-well plate for 14 days, followed by Giemsa staining, colony counting, and analysis. For cell proliferation, 5.0 × 10^4^ cells were cultured in serum-free media in a 12-well plate. After 1-day, the media was changed to include serum (day-0), and cell numbers were counted using a hemocytometer daily until day-5. The Vybrant succinyl dehydrogenase (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyl tetrazolium bromide (MTT) Cell Proliferation Assay Kit (Molecular Probes, Eugene, OR, United States) was used according to manufacturer’s protocol. For DPC differentiation, mouse or human DPCs were cultured with differentiation media containing alpha-MEM (as aforementioned) plus 2 mM L-glutamine, 10 nM dexamethasone, 50 μg/ml L-ascorbic acid, and 10 mM beta-glycerophosphate (Sigma-Aldrich, St. Louis, MO, United States) for up to 21 days. Beta-glycerophosphate was only used for the last 3–4 days of culture. After differentiation, the cells were fixed by 4% paraformaldehyde, stained with Alizarin red solution, washed three times with distilled water, and microscopically analyzed.

### Histological Analysis

Mouse-mandibles were dissected for micro-computed tomography (µCT) assessment, while the remainder of the head was fixed in 10% buffered formalin at 4°C for 24-h, prior to decalcification in 10% EDTA. The fixed-tissue was dehydrated through ascending concentrations of ethanol, paraffin-embedded, and serially sectioned (5 μm). Thereafter, the comparative sections were deparaffinized, hydrated, and stained with hematoxylin and eosin (H&E) (Sigma-Aldrich) prior to morphological analysis at 10-day, 3-week, 6-week, and 3-month using a Zeiss Axio (Carl Zeiss, Jena, Thuringia, Germany) light microscope.

### Immunohistochemical Analysis

To detect the expression and distribution of the mineralization-related markers; amelogenin, Axin2, nestin, dentin sialoprotein (DSP), proteases (MMP8, MMP9, and MMP13), and class-II HDAC (4 and 5), IHC was carried out in similar sections using the Envision + horseradish peroxidase (HRP) staining system (Dako, Agilent, Cork, Ireland) according to the manufacturer’s instructions. Briefly, deparaffinized and hydrated sections were rinsed in phosphate-buffered-saline (PBS) prior to endogenous peroxidase activity being blocked with a 0.3% hydrogen peroxide solution for 20 min (Dual Endogenous Enzyme Block, Dako). The sections were rinsed and blocked using a 1% bovine serum albumin (BSA) solution with 2% goat serum (Santa Cruz Biotechnology, Heildelberg, Germany), and 0.05% Tween-20 (Bio-Rad, Hertfordshire, United Kingdom) for one-hour at room temperature. The sections were incubated with primary antibody in a TBS solution with 1% BSA overnight at 4°C in a humidifying chamber. MMP13-expression was analyzed in WT mice using anti-MMP13 [Abcam, Cambridge, United Kingdom; Cat. number ab39012; Batch number GR157514; Dilution used 1:100; (Soundia et al., 2018)] at 1, 3, 6, and 9-day post-natal. The sections from *Mmp13* ^*−/−*^ and WT molars at postnatal day 3, day 10, or 3 months were incubated with anti-amelogenin [Abcam; Cat. number ab153915; Batch number GR114097; Dilution used 1:200; (Pandya et al., 2017)], anti-Axin2 [Abcam; Cat. number ab32197; Batch number GR3363772; Dilution used 1:200; (Zhang et al., 2020)], anti-DSP [Millipore, Temecula, CA, United States; Cat. number MABT37; Lot number 2844589; Dilution used 1:200; (Baba et al., 2004)], anti-nestin [Millipore; Cat. number MAB353; Lot number 2370131; Dilution used 1:200; (Hiraga et al., 2010)], anti-MMP8 [Abcam; Cat. number ab53017; Batch number GR38794; Dilution used 1:100; (Zhu et al., 2019)] anti-MMP9 [Abcam; Cat. number ab38898; Batch number 573145; Dilution used 1:100; (Soundia et al., 2018)], anti-HDAC4 [Abcam; ab12172; Batch number GR285278; Dilution used 1:200; (Wein et al., 2016)], and anti-HDAC5 [Abcam; Cat. number ab55403; Batch number GR36969; Dilution used 1:100; (Wanek et al., 2018)] antibodies or PBS replacing primary antibodies as a negative control. The positive control was demonstrated by antibody-expression in tissues previously shown to have a high expression. After washing, the sections were placed in HRP-labeled polymer conjugated to goat anti-rabbit and anti-mouse secondary antibodies (Envision+, Dako) for 30 min, prior to the completion of staining with a 5-min incubation with 3,3′-diaminobenzidine (DAB) chromagen solution, washing in distilled water and counterstaining with hematoxylin (Sigma-Aldrich). As before, a Zeiss Axio (Carl Zeiss) light microscope was used.

### Micro-Computed Tomography

The mandibles of *Mmp13* ^*−/−*^ and WT mice were fixed in 70% ethanol and prepared for high-resolution µCT (SkyScan 1172, Bruker, Kontich, Belgium) of incisor and first molar teeth. A three-dimensional analysis was carried out to determine total volume, enamel volume, dentin volume, pulp volume, and total mineral density (TMD). The samples were scanned using a 10-MP digital detector, 10W of energy (70 kV and 142 mA), and a pixel size of 7.5microns, exposure 850 ms/frame rotation step 0.3° with ×10 frame averaging, 0.5 mm aluminum filter, and scan rotation of 180°. After scanning, the radiographs were reconstructed using NRecon software (version 1.7.3.0; Bruker). Reconstruction was conducted with NRecon using GPU acceleration. Gaussian smoothing was applied with a 2-voxel radius, ring artifact and beam hardening corrections were applied in reconstruction. Ring artefact reduction set to 7 pixels. Beam hardening correction was set to 40%. CTAn software (CTAn Micro-CT software, Bruker) was used to generate 2-D images for color density and 3-D images for CT volume.

### Quantitative Real-Time PCR

Total RNA from cultured pulp cells was isolated using the TRIzol (Thermo Fisher Scientific) method, and reverse transcribed to complementary DNA (cDNA) with TaqMan Reverse Transcription Reagents (Thermo Fisher Scientific) according to the manufacturer’s instructions. The sequences were amplified by adding complementary DNA to the PCR mixture containing each primer (listed Supplementary Table S1) and Platinum SYBR Green qPCR SuperMix uracil-DNA glycosylase (UDG) (Thermo Fisher Scientific). The reactions were pre-incubated at 50°C for 2 min for decontamination of deoxyuridine (dU)-containing DNA by UDG and then incubated at 95°C for 2 min to inactivate UDG and activate Taq. The PCR program continued 46 cycles of denaturation at 95°C for 15-sec, annealing at 60°C for 30-sec, and elongation at 72°C for 30-sec. All data were normalized using the Ct value of beta-actin gene expression from the same sample.

### RNA Preparation, RNA-Sequencing, and Data Analysis

The Illumina HiSeq 2500 system (Illumina, Inc., San Diego, CA, United States) was used to analyze the transcript profiles of pulp tissue isolated from the incisors of *Mmp13* ^*−/−*^ and WT mice at 3 months. The RNAseq analysis was performed on three independent biological samples for each genotype (*n* = 3) and run on a 2 × 150 bp configuration and single index per lane in a paired end experimental design. The pulpal tissue was homogenized [T10 basic S2-Ultra-Turrax tissue disrupter (IKA, Staufen, Germany)], and the total RNA was extracted using the TRIzol reagent (Thermo Fisher Scientific, Wilmington, DE, United States) and quantified spectrophotometrically (Nanodrop 2000, Thermo Fisher Scientific). RNA-seq was performed according to the manufacturer’s instructions, and raw data were exported to Strand-NGS ver4.0 (Strand Life Sciences, Bengaluru, India) for subsequent analysis. Genes that were differentially expressed (>2.0 fold) in the MMP13KO group relative to the WT control were identified after passing a t-test (*p* < 0.05) and post hoc test (Storey with Bootstrapping) with a corrected q-value of 0.05. Genes in the expression data sets were first “ranked” based on Log2 values from highest to lowest for both groups at both time points, prior to hierarchical clustering being used to group gene expression in each condition using the default settings in Strand-NGS. Gene Ontology (GO) was evaluated using Go-Elite (http://www.genmapp.org/go_elite) (Zambon et al., 2012), which is designed to identify a minimal non-redundant set of biological ontology terms or pathways to describe a particular set of genes or metabolites. The subsequent pathway analysis was undertaken using Pathvisio (http://www.pathvisio.org/ - version 3.3.0+) (Kutmon et al., 2015), which uses an over-representation analysis, only reporting on GO terms and pathways with a z score >2, a permutation *p* < 0.01, and three or more regulated genes for the pathway. This data was then linked and illustrated using WikiPathways (Slenter et al., 2018). RNA-sequencing data followed the Minimum Information About a Sequencing Experiment (MINSEQE) guidelines and have been submitted to the Gene Expression Omnibus (GEO), accession number: GSE178898.

### Western Blot

The analysis was carried out on cell lysates from DPCs isolated from 3-month old mouse molars (*Mmp13* ^*−/−*^) and cultured in (proliferation, 5-day culture) mineralization media for 14 days (differentiation). The protein lysates were prepared by incubating the cells for 30 min at 4°C in extraction buffer, comprising RIPA buffer, phenylmethyl sulfonyl fluoride (PMSF), and halt protease inhibitor (all from Thermo Fisher Scientific, Waltham, MA, United States), prior to centrifugation at 13,000 rpm for 10 min at 4°C. Total protein was quantified by a Bradford assay (Bio-Rad Laboratories GmbH, München, Germany) using the NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific), before 50–100 µg proteins were used for sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) on a 4%–15% polyacrylamide gel (Mini-PROTEAN, Bio-Rad) and the migrated proteins were transferred to the polyvinylidene difluoride (PVDF) membrane. To block non-specific protein binding, the membrane was incubated in 5% non-fat dry milk at room temperature for 1 h, prior to overnight incubation at 4°C with primary antibodies raised against HDAC4 (Cell signaling technology; Cat. number 15164; Dilution used 1.1,000), HDAC5 (Cell signaling technology; Cat. number 20458; Dilution used 1.1,000), HDAC6 (Cell signaling technology; Cat. number 7612; Dilution used 1.1,000), Axin2 (Abcam; Cat. number ab32197; Dilution used 1.1,000), phospho-β-catenin (Cell Signaling Technology; Cat. number 9561; Dilution used 1:2,000), β-catenin (Cell Signaling; Cat. number 8480; Dilution used 1:1,000) phospho-p38 (Cell Signaling Technology; Cat. number 9211; Dilution used 1:1,000), p38 (Cell Signaling Technology; Cat. Number 9212; Dilution used 1:1,000), and β-actin (Cell Signaling Technology; Cat. number 4967; Dilution used 1:1,000) in 1:1,000 solution in 2.5% skimmed milk. After washing, the membrane was incubated with 2ry antibodies at room temperature for 2 h, developed using an enhanced chemiluminescence (ECL) detection kit (Clarity Western, Bio-Rad), and then detected using the Chemidoc Touch Imaging System (Bio-Rad). The protein expression was evaluated using Fluor Chem R Hy8300 (ProteinSimple) with β-actin used as a loading control to normalize the data. In total, three independent experiments (*n* = 3) were carried out for each HDAC target and repeated in triplicate. The quantitative results were obtained using the image analyzing software ImageJ.

### Statistical Analysis

The Student’s t-test was used for quantitative analysis of µCT, CFU-F, MTT assay, and qRT-PCR data (*p* < 0.05). The results are expressed as mean ± standard deviation. The presence or absence of dystrophic pulp calcification in *Mmp13* ^*−/−*^ and WT was determined using contingency tables and a Fisher’s exact test (*p* < 0.05). Data analysis used IBM SPSS (v25, Dublin, Ireland) (*p* < 0.05). Differential expression in RNAseq experimentation was identified after passing a t-test (*p* < 0.05) and post hoc test (Storey with Bootstrapping) with a corrected *q*-value of 0.05. The number of independent experiments or animals is listed in the results and figures.

## Results

### MMP13 Is Highly Expressed During Murine Tooth Development and in Mineralizing Human Dental Pulp Cells

MMP13-expression was analyzed in developing (1, 3, 6, and 9-day) and adult (3-month) WT maxillary first-molars by immunohistochemistry (IHC) and qRT-PCR. MMP13 was detectable 1-day postnatally with strong staining evident in preodontoblasts, odontoblasts, ameloblasts, and the root sheath of Hertwig, compared with the unstained control **(** Figure 1A). MMP13-expression persisted at 3, 6, and 9-day with increased detection in the odontoblast, ameloblast layer, and mineralized-dentin (Figure 1B), while exhibiting comparatively low expression in the central pulp and perivascular area at all-time points (Figure 1B). MMP13-expression in 3-month mice was evident in the mineralized-dentin than that in the unstained control (Figures 1Bdii,diii), while expression remained high at 3-month in constantly remodeling tissues such as oral mucosa and alveolar bone (Figure 1Bdi). MMP13-expression was reduced in the odontoblast and predentin of adult molars (Figure 1Bd) than that in developing teeth (Figure 1B), suggesting a role for MMP13 in odontoblast-activity and differentiation. *Mmp13* gene-expression was also significantly increased (*p* < 0.05) in mineralizing-hDPC cultures and differentiated-hDPCs compared with untreated DPC controls (Figure 1C), while MMP13-ablation eliminated *Mmp13* gene expression (Figure 1D).

**FIGURE 1:**
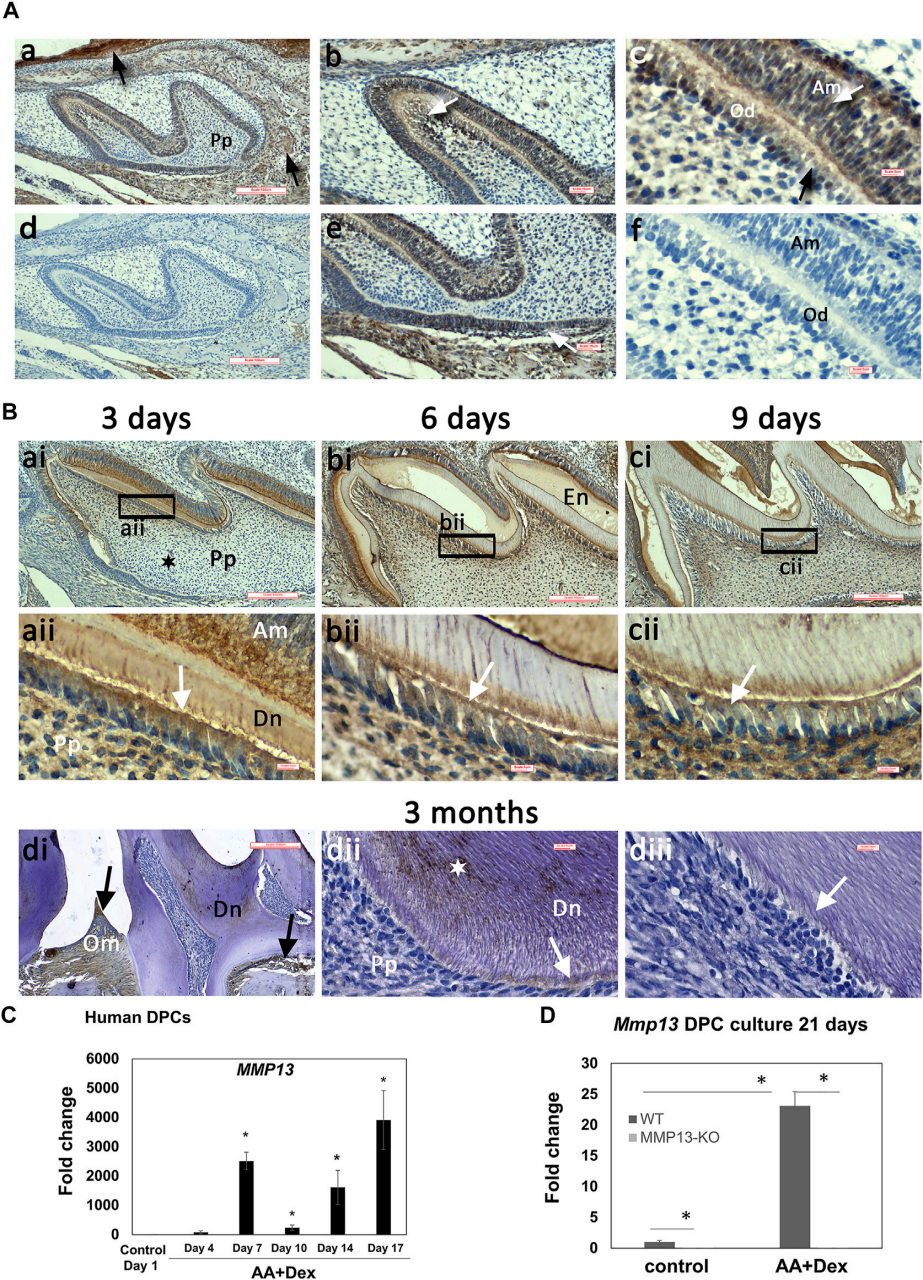
High MMP13-expression in the dentin–pulp complex of developing mouse molars and in mineralizing human-DPC cultures. IHC analysis of MMP13 in sagittal tooth sections of maxillary first molars (postnatal 1, 3, 6, 9-day, and 3-month). **(A)** Postnatal 1-d **(a, b, c, e)** and unstained controls **(d, f)**. MMP13 in oral mucosa and alveolar bone is highlighted in (**a**—black arrows), in odontoblasts highlighted in (**c**—black arrow), in sub-odontoblastic layer highlighted in (**b**- white arrow), in ameloblasts highlighted in (**c**—white arrow), and root sheath of Hertwig highlighted in (**e**—white arrow). Scale bars = **(a, d)** 100 μm (original mag. ×10), **(b, e)** 16 μm (original mag. x20), and **(c, f)** 5 µm (original mag. ×63). **(B)** Continued high MMP13 expression at postnatal 3-, 6-, and 9-day **(a–c)**. Low central pulp MMP13 expression at 3-day postnatal is highlighted **(ai)** by a black star. MMP13 expression in 3-month mouse molars is highlighted in the mineralized dentin (**dii**—white star). Positive control MMP13 expression in oral mucosa and alveolar bone (**di**—black arrows) is noted, while MMP13 expression in the odontoblast layer and predentin layer of mature molars (**dii**– white arrows; **diii**- negative control) is low compared with developing teeth (**aii–cii**—white arrows). aii–cii represents higher magnifications of the black boxes in **ai–ci**, respectively. Am, ameloblast; En, enamel; Od, odontoblasts; Om, oral mucosa; Pp, pulp. Sections from five WT mice at 1-, 3-, 6-, and 9-day and nine WT mice at 3-month. Scale bars = **(ai, bi, ci, di)** 100 μm (original mag. ×10) and **(aii, bii, cii, dii, diii)** 5 µm (original mag. ×63). **(C)** HDPCs cultured with or without ascorbic acid and dexamethasone over 17 days and RNA collected in time-course highlights significant increase in *Mmp13* expression during mineralization over control at all time-points after day 4 *p < 0.05 versus control at day-1. **(D)** Culture from WT and *Mmp13* ^*−/−*^ incisors indicates a large increase in WT *Mmp13* expression during mineralization at 21-day but negligible *Mmp13* expression in MMP13KO mice. All data are expressed as mean ± s.d., *p < 0.05 versus control.

MMP13 was highly-expressed in alveolar bone and oral mucosa, positively confirming tissues reported to have a high MMP13-expression (Uitto et al., 1998) (Figure 1Aa).

### MMP13-Loss Causes Abnormal Dental Phenotype and Reduces Dentin Volume and Density

The maxillary first molar sections from 3-week, 6-week, and 3-month male *Mmp13* ^*−/−*^ and WT mice demonstrated abnormal dentin morphology (Figure 2A). The mineralization front in *Mmp13* ^*−/−*^ was irregular (Figures 2Ab,d,f), the predentin layer was thin and lacked definition, and the odontoblast layer was uneven, less populated, and less well-organized than the regular, organized palisade effect evident in WT samples (Figure 2A). The ordered tubular structure of WT dentin was phenotypically altered and replaced by a disorganized tubular structure at 3-weeks, 6-weeks, and 3-month **(** Figure 2A **)**. The μCT analysis of 3-month-old incisors revealed that the enamel volume was reduced by 38.3% and dentin volume by 29.8% (*p* < 0.0001) in *Mmp13* ^−/−^ samples, with no significant change in body weight and total pulp volume (Figure 3A) or evidence of occlusal wear reported in MMP9-knockout (KO) samples (Figure 3C) (Yuan et al., 2017), indicating the teeth to be smaller. The reduction was also evident in first molars of 3-month-old mice, revealing significant enamel volume reductions of 16% (*p* = 0003) and dentin 13% (*p* = 0.045) **(** Figure 3A **)**. The enamel (14.5% down) and dentin (3.5% down) TMD was significantly reduced (*p* = 0.009; *p* = 0.048 respectively) in mandibular incisors but not molars (enamel *p* = 0.189; dentin *p* = 0.693) (Figures 3A–C).

**FIGURE 2:**
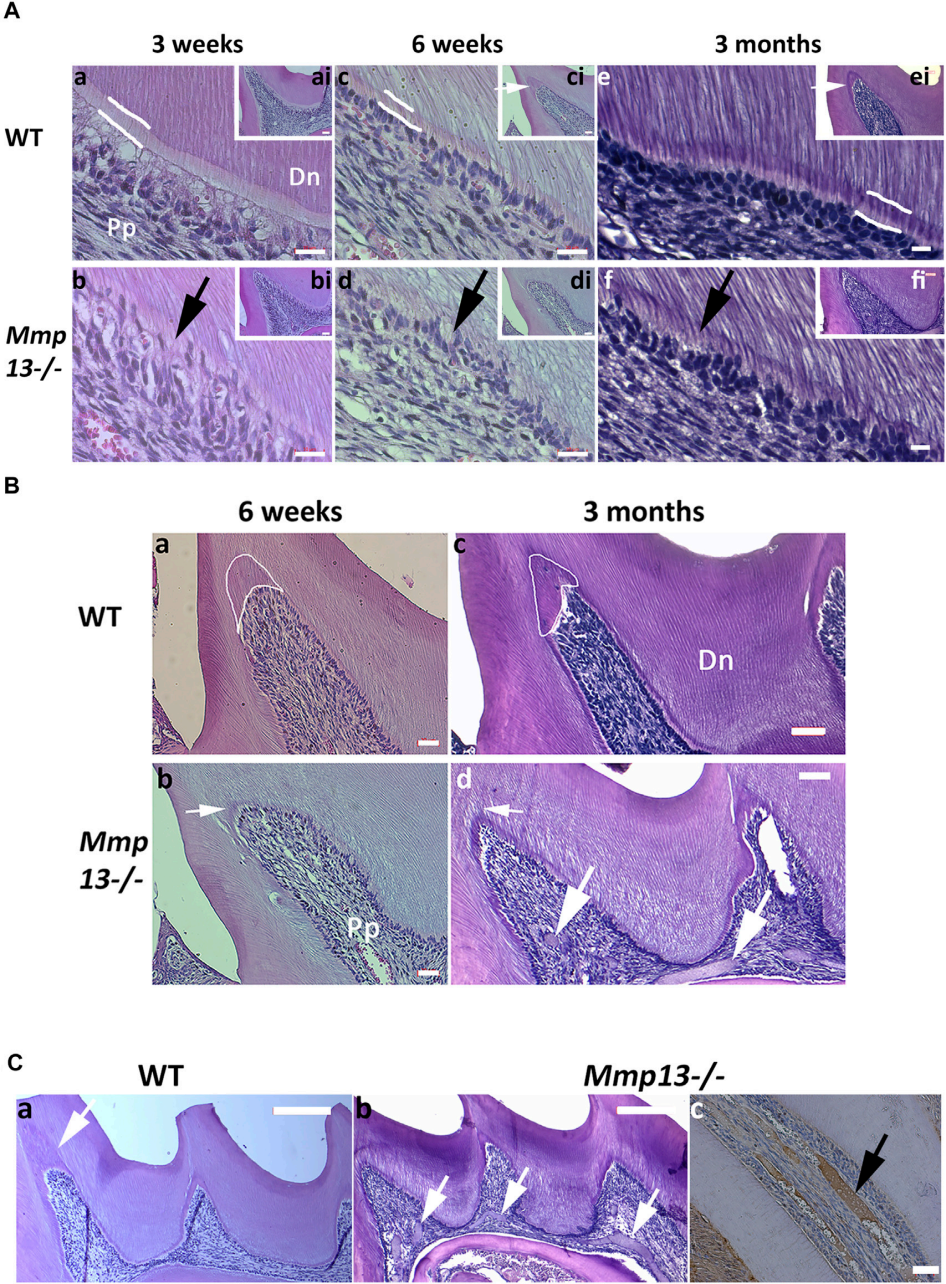
MMP13-ablation alters dentin phenotype, reducing volume and density. **(A)** Comparative histological analysis of representative sagittal sections of maxillary first molars from *Mmp13* ^*−/−*^ and WT mice at postnatal 3-week, 6-week, and 3-months. **(a–f)** H&E staining demonstrates the altered dentin structure. Analysis of WT **(a, c, e)** and *Mmp13* ^*−/−*^ **(b, d, f)** mouse molars at 3-week, 6-week, and 3-month highlights progressively altered the dental phenotype including alterations in dentin tubule regularity, disruption of odontoblast layer organization and palisade (**d–h**. black arrow), narrowing of the predentin layer (indicated sketched white lines in **a, c, e**), and reduced reactionary dentin formation (**ci, ei**. [inset] small white arrows). **a–f** represent higher magnification of distal cusp (inset; **ai–fi**). Scale bars = **(ai–fi)** 20 μm (original mag. ×20); **(a–f)** 10 μm (original mag. x63). **(B)** Reactionary dentinogenesis was analyzed in 6-week and 3-month maxillary first molar teeth of WT and *Mmp13* ^*−/−*^ mice using H&E staining of sagittal sections. Reactionary dentin is reduced after MMP13-ablation (**Bb, Bd**—white arrows) compared with WT (**Ba, Bc**—white encircled areas; **Ca**—white arrow). Multiple pulpal calcifications identified in 3-month *Mmp13* ^*−/−*^ molars (**(Cb)**—white arrows; **(Cc)**—black arrows). Positive staining for HDAC5 highlights pulpal mineral to be cemental- or bone-like rather than dentin-like in nature with no evident tubular structure (**Cc**—black arrow). Scale bars = **(Ba, Bb, cc)** 20 μm (original mag. ×20); **(Bc, Bd)** 16 μm (original mag. ×20); **(Ca, Cb)** 50 μm (original mag. ×10). Pp, pulp tissue; Dn, dentin. Sections were examined from six mice per genotype at postnatal 3-week and 6-week and nine mice per genotype at 12-week.

**FIGURE 3:**
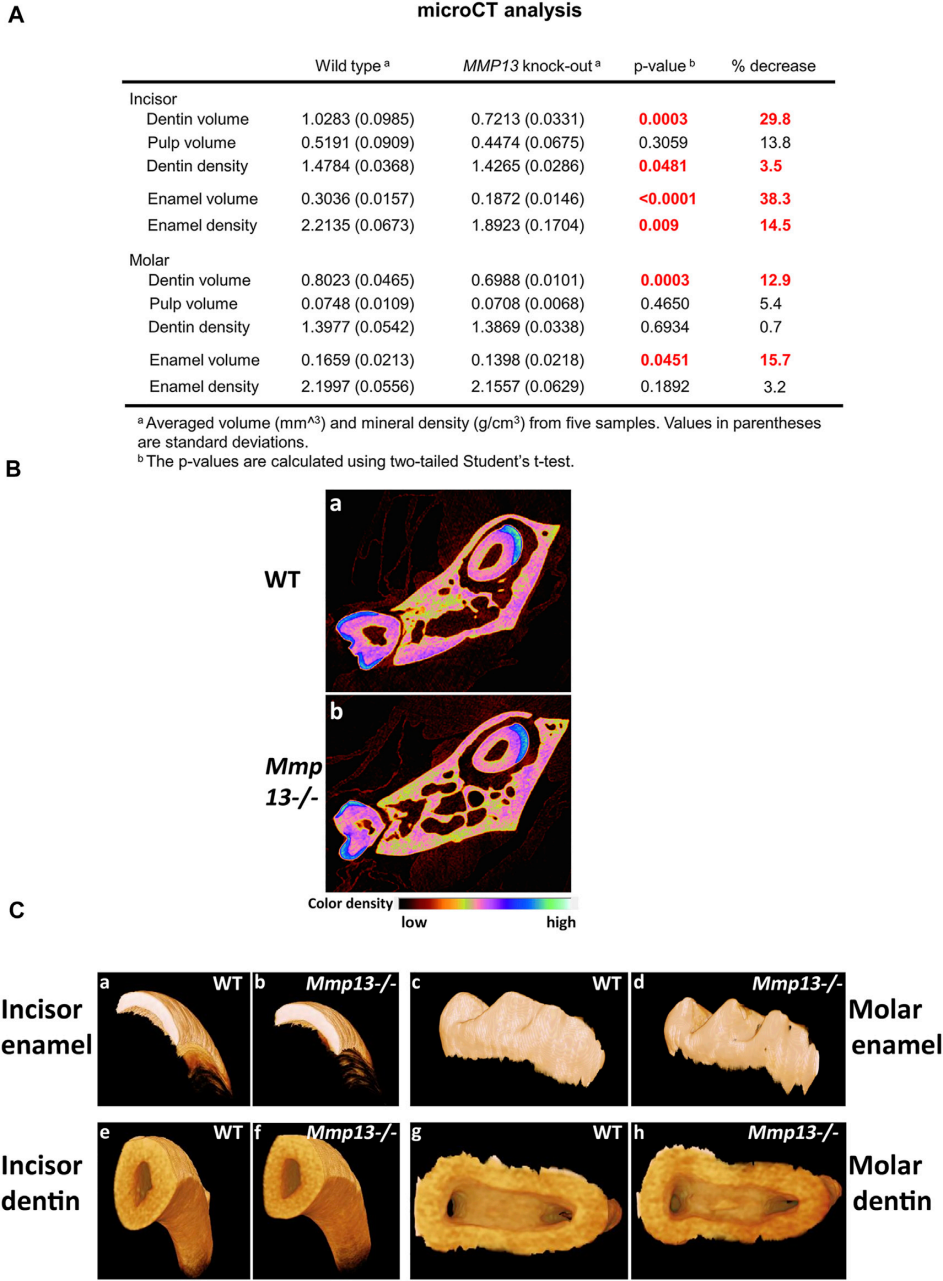
MMP13 deletion reduces dentine enamel volume and density. **(A)** MicroCT analysis of the mandibular first molar and incisor of 3-month-old WT compared with *Mmp13* ^*−/−*^ mice shows a significant decrease in dentin, enamel volume, and mineral density in incisors as well as dentin and enamel volume in molars. **(B)** Densitometry for mandibular incisors and molars in cross section **(a, b)** shows smaller teeth with reduced enamel volume (highlighted blue). **(C)** µCT photographs confirm smaller teeth **(e, f)** with phenotypically altered enamel but no evidence of wear at 3-month **(c, d)**. *n* = 5 for both groups and genotypes.

### MMP13 Promotes Dentinogenesis Repair and Regulates Dystrophic Pulp Mineralization

Pulp tissue responds to injury and irritation by localized inflammation and the production of tertiary dentine, which forms beneath the area of challenge (Lesot et al., 1994; Smith, 2002). There are two types of tertiary dentin formed depending on the severity of the irritating stimulus; mild irritation as a result of cusp damage induces an upregulation of existing odontoblast activity to form reactionary dentine, while stronger stimuli result in odontoblast death and the recruitment of dental pulp progenitor cells, which differentiate into odontoblast-like cells to form reparative dentine (Lesot et al., 1994). In this study, we were interested in the role of MMP13 not only in tooth development, but also in the production of tertiary dentin at the cusp tips of mouse molars. In this study, significant reactionary tertiary dentin was visible at injured and damaged cusp tips in 6-week and 3-month WT mouse molars, but not the *Mmp13* ^*−/−*^ equivalents despite thinner dentin (Figures 3B,C). Dystrophic pulpal-calcification was present more frequently in serial sections of maxillary first molars in *Mmp13* ^*−/−*^ than that in WT (Figure 2C) at 3-week (present 2 out of 5 *Mmp13* ^*−/−*^; 0/5 WT biological samples [*p* = 0.429]), and significantly at 6-week (5/5 *Mmp13* ^*−/−*^; 0/5 WT biological samples [*p* = 0.008]) and 3-month (8/9 *Mmp13* ^*−/−*^; 1/9 WT biological-samples [*p* = 0.003]) (Figure 3C). The dystrophic mineralized-tissue did not exhibit a tubular structure indicative of dentin, and did not stain positively for nestin (Figure 4Cd); however, the marker HDAC5 was expressed in the mineralized tissue (Figure 3Cc), perhaps suggesting a cemental or bony origin (Bradley et al., 2015).

**FIGURE 4:**
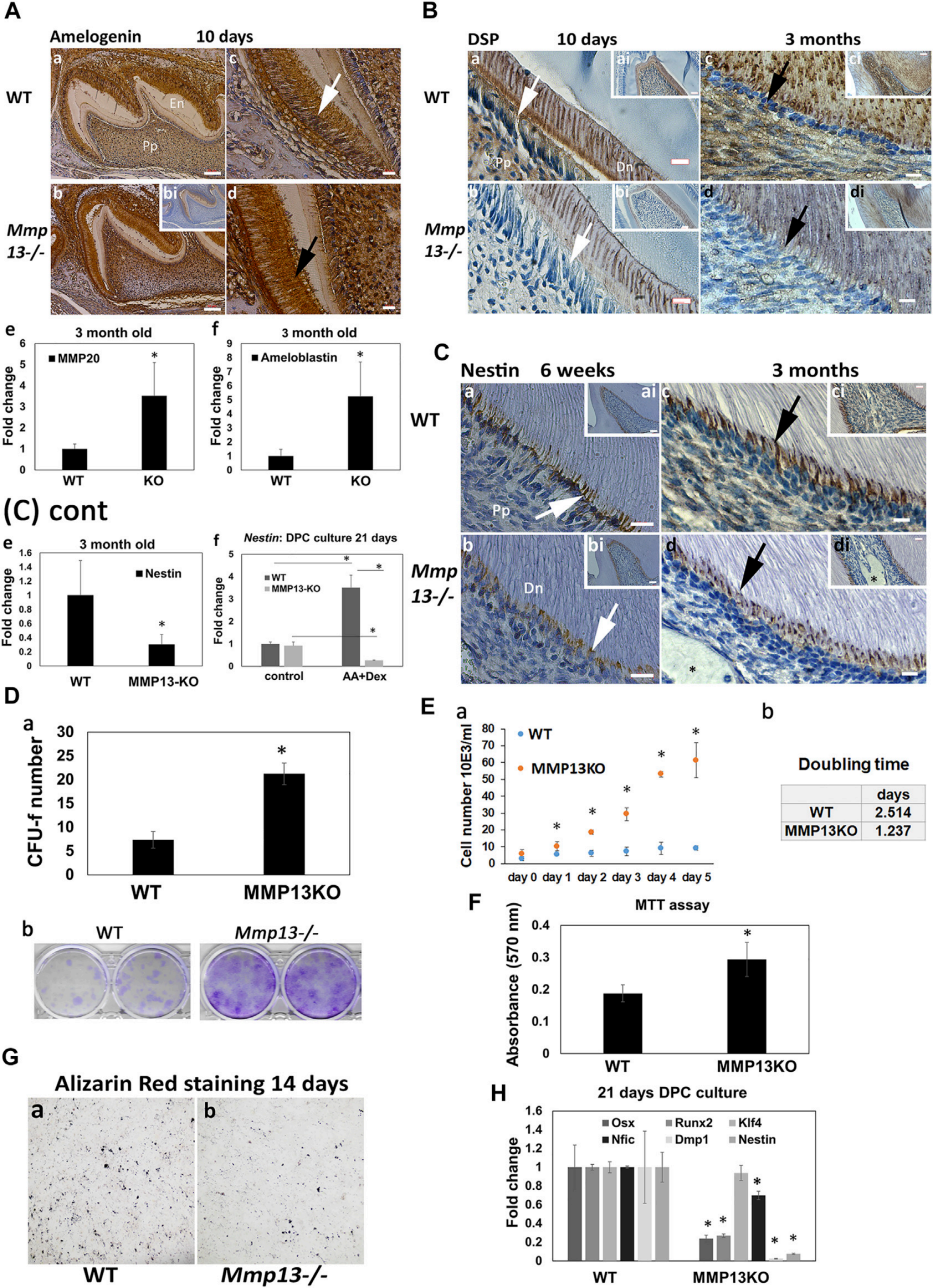
Odontoblast marker expression is reduced after MMP13-loss, as DPC proliferation increases. **(A)** Amelogenin-expression is higher in the ameloblast layer (**c**, white arrow; **d**, black arrow) of *Mmp13* ^*−/−*^ molars thanin WT and unstained control **(bi)** at postnatal 10-day. Enamel volume is also visibly reduced in *Mmp13* ^*−/−*^ compared with WT **(a, b)**. Scale bars = **(c, b)** 100 μm (original mag. ×10); **(c, d)** 10 μm (original mag. ×40). **(e, f)** *Mmp20* and *ameloblastin* gene expression significantly upregulated in tissue from incisors of MMP13KO at 3-month. **(B)** DSP reduced in expression in odontoblast (**a–d**, white and black arrows) and dentin in *Mmp13* ^*−/−*^ sections at 10-day and 3-month **(a–d)**. **(a–d)** represent higher magnifications of the cusp area in inset ai–di. Scale bars = **(a, b)** 7 μm (original mag. ×40); **(ai–di)** 16 μm (original mag. ×20); **(c, d)** 5 μm (original mag. ×63). **(C)** Nestin-expression reduced in *Mmp13* ^*−/−*^ sections **(b, d)** in the odontoblast cell and process (**a–d**, - white, black arrows). Dystrophic calcification not stained by nestin is marked by a black star **(d, di)**. **a–d** represent higher magnifications of the cusp area in inset **ai–di**. Scale bars = **(a–b)** 10 μm (original mag. ×63), **(ai, bi)** 20 μm (original mag. ×20), **(ci, di)** 7 μm (original mag. ×40), and **(c, d)** 5 μm (original mag. ×63). *Nestin* gene expression significantly downregulated in pulp tissue from MMP13KO incisors at 3-months **(e)**, while the DPC culture of tissue from WT and *Mmp13* ^*−/−*^ molars highlights a significant reduction in *nestin* expression in the induced culture at 21-day. **(D) (a)** DPC cultures from WT and *Mmp13* ^*−/−*^ molars were used to determine CFU-F after 14-day, followed by **(D) (b)** Giemsa staining, **(E)** with cell counting performed in regular media with serum up to 5-d **(a)** and cell doubling calculated. **(b) (F)** MTT assay carried out after 48-hr of DPC culture with regular media. **(G)** Five-minute staining time of alizarin red S staining after 14-day in parallel DPC cultures highlights reduced deposits in MMP13KO-cultures. **(H)** qRT-PCR analysis of selected markers cultured with dexamethasone and L-ascorbic acid in DPC from the molars of MMP13KO and WT mice. All *in vitro* experiments based on three independent experiments were carried out in triplicate. Statistical analysis was performed by Student’s t-test for **(Da, F, H)** and one-way analysis of variance (ANOVA) with post hoc Tukey’s for **(Ea)** Abbreviations: Dn, mineralized dentin; Pp, pulp tissue. Sections were examined from six mice at 10-d postnatal and nine mice at 3-month for both genotypes. Data are shown as mean ± s.d., *p < 0.05 versus control.

### The Odontoblast Differentiation-Markers, Nestin and DSP, Are Reduced After MMP13-Loss

IHC showed that *in vivo* expression of amelogenin increased in *Mmp13* ^*−/−*^ molar samples at postnatal 10-day compared with WT (Figure 4A), while the gene expression of ameloblastin (>5-fold) and MMP20 (>3-fold) was significantly upregulated at 3-month in DPCs from *Mmp13* ^*−/−*^ incisors (Figures 4Ae,f). DSP expression reduced in *Mmp13* ^*−/−*^ molar dentin and the odontoblast layer at 10-day postnatal, and 3-month samples (Figure 4B), and the preodontoblast-marker nestin was progressively reduced in expression in odontoblasts of *Mmp13* ^*−/−*^ at 6-weeks and 3-month (Figure 4C). qRT-PCR highlighted the significant attenuation of nestin at 3-month in pulp tissue from *Mmp13* ^*−/−*^ mouse incisors (Figure 4Ce), and a (>10-fold) decrease in expression in 21-day *Mmp13* ^*−/−*^ molar-cultures compared with WT (Figures 4Cf,H). The expression of other mineralization markers, dentin matrix acidic phosphoprotein (*Dmp-1*), Runt-related transcription factor 2 (*Runx2*), and osterix (*Osx*) was significantly reduced in DPC cultures from *Mmp13* ^*−/−*^ molars at 21-day (Figure 4H). The Alizarin red staining of DPC cultures from both genotypes demonstrated less calcific deposits at 14-day in knockout-samples (Figure 4G).

DPC proliferation increased after MMP13-loss. The CFU-f assay demonstrated a significant increase in colony formation (>3-fold; *p* < 0.05), which was supported by increased Giemsa staining in MMP13-null cultures (Figure 4D). The cell number was markedly increased at time points up to 5 days (*p* < 0.05) in MMP13KO cultures, with cell doubling time reduced by >50% compared with WT controls (Figure 4E); furthermore, the MTT assay demonstrated a significant increase in cell metabolic activity in MMP13-null cultures (Figure 4F). qRT-PCR showed no difference in the expression of *Klf-4* in DPC *Mmp13* ^*−/−*^ cultures at 21 day (Figure 4H); however, it was significantly upregulated in tissue taken from 3-month old incisor teeth (Figure 7C). *Nifc* was significantly downregulated at 21-day (Figure 4H). Taken together, these results suggest that MMP13 increases dentinogenic differentiation and attenuates DPC proliferation processes.

### MMP13 Ablation Increases Expression of MMPs -8 and 9 *In Vitro* and *In Vivo*

As individual MMPs can synergize and regulate other MMPs activity (Ortega et al., 2003), the effect of MMP13-loss on two highly-expressed dental-MMPs was investigated (Sulkala et al., 2007; Yuan et al., 2017), with the loss of MMP9 previously shown to affect the tooth structure. IHC revealed a high MMP8-expression in the oral mucosa of 10-day teeth, but low dentin–pulp expression. There was an increased expression in the odontoblast layer, predentin, and pulp tissue of *Mmp13* ^*−/−*^ molars at 6-week and 3-month (Figure 5A), which was supported by a significant increase in *Mmp8* expression at 3-weeks and 3-month in pulp tissue from *Mmp13*-null incisors (Figure 5Ag). MMP9 expression decreased in the odontoblast, predentin layer, and pulp of WT compared with *Mmp13* ^*−/−*^ samples at 3-week, with reduced expression in predentin and odontoblast was progressively more evident in WT at 6-week and 3-month (Figure 5B). The mRNA expression of *Mmp9* was increased at 6-weeks and 3-months in MMP13-ablated samples (Figure 5Bg).

**FIGURE 5:**
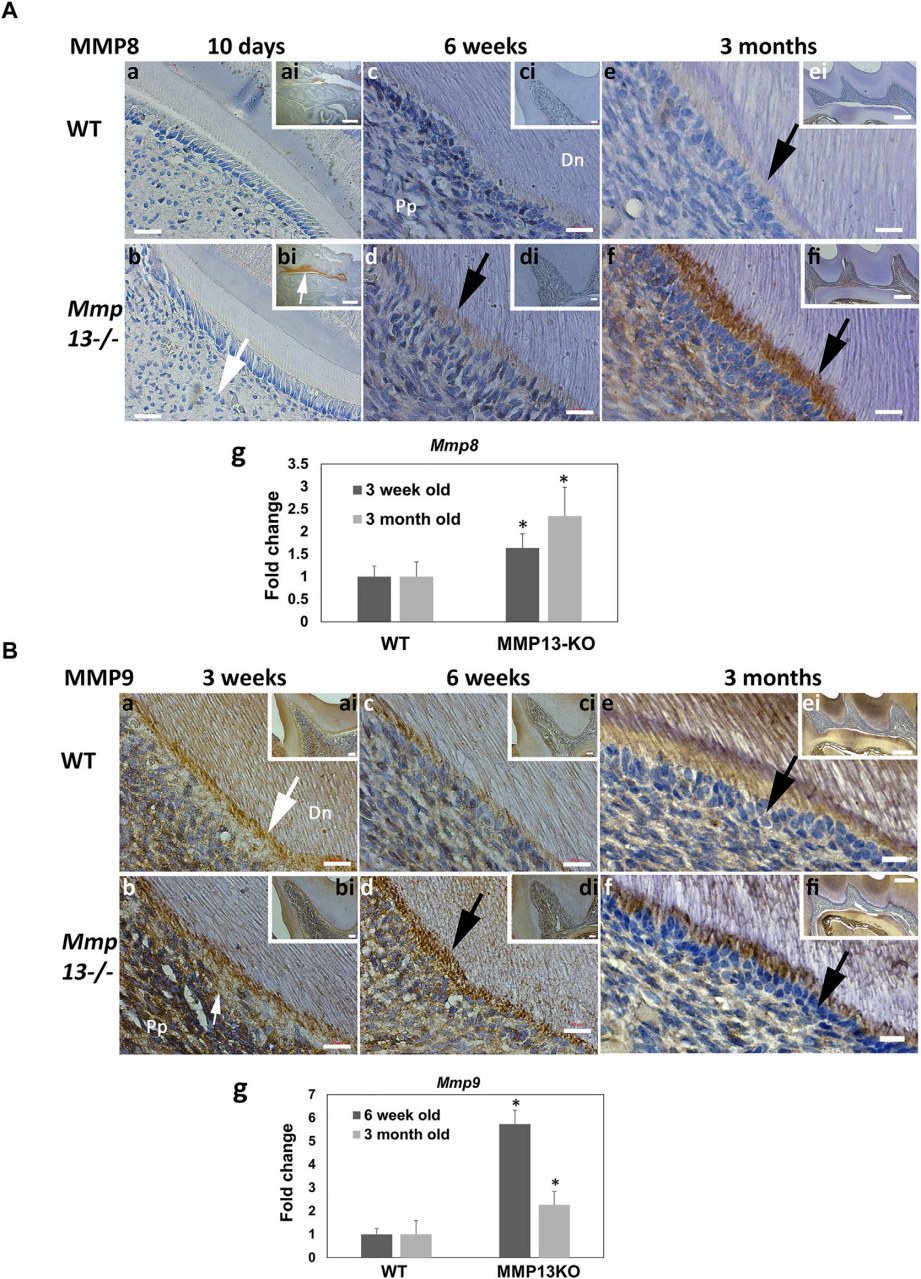
Dentin–pulp expression of other MMPs, MMP-8 and MMP-9, is altered after MMP13-ablation. **(A)** Dental expression of another collagenase, MMP8, was increased in *Mmp13* ^*−/−*^ and mature teeth **(a–f)**. MMP8 expression was low in developing molars (**a, b**—large white arrow) but high in the oral mucosa of MMP13KO (**bi** [inset] white arrow). MMP8 expression progressed in pulp tissue, odontoblast layer, and predentin (**d, f**—black arrows) compared with WT **(c, e)** over time. **c–f** represent higher magnifications of the mesial cusp area of the distal cusp of images inset **ci–fi**. Scale bars = **(a, b)** 5 μm (original mag. ×63); **(ai, bi)** 200 μm (original mag. ×2.5); **(c–f)** 10 μm (original mag. ×63); **(ci, di)** 20 μm (original mag. ×20); and **(ei, fi)** 10 μm (original mag. ×10). qRT-PCR shows increased *Mmp8* expression in pulp tissue from MMP13KO incisors at both 3-week and 3-month **(g)**, while DPC culture of tissue from WT and *Mmp13* ^*−/−*^ mouse molars highlights a significant increase in *Mmp8* expression in mineralization media at 21-day **(h)**. **(B)** Gelatinase MMP9 was evident in odontoblasts, predentin layer, and pulp at 3-week with low expression in mineralized dentin **(a,b)**. Increased MMP9 expression in the odontoblast predentin layer of *Mmp13* ^*−/−*^ molars is highlighted at 3-week **(b)**, 6-week **(d)**, and 3-month **(f)** compared with WT (black, white arrows). **(a–f)** represent higher magnifications of the mesial area of the cusp in inset of **ai–fi**, respectively. Scale bars = **(a–d)** 10 μm (original mag. ×63); **(ai–di)** 20 μm (original mag. ×20); **(e, f)** 5 μm (original mag. ×63); and **(ei, fi)** 100 μm (original mag. ×10). *Mmp9* expression is increased in pulp tissue from MMP13KO incisors at both 6-week and 3-month **(g)**. Abbreviations: Dn, mineralized dentin; Pp, pulp tissue. Sections were examined from six mice at 10-day, 3-week and 6-week and nine mice at 3 months for both genotypes. All qRT-PCR data shown are based on at least three independent biological samples carried out in triplicate, with data shown as mean ± s.d., *p < 0.05 vs. control.

### HDAC4 and HDAC5 Show Increased Expression During Mineralization and After MMP13-Loss

MMP13 modulation by the mineralization-associated HDAC-4 (Shimizu et al., 2010) and -5 (Bradley et al., 2015) has been shown in osteoblastic cells. Specifically in DPC cultures, the application of HDACi stimulated pro-mineralization responses by increasing MMP13 expression (Duncan et al., 2016), and broadly the role of acetylation in dentin–pulp hard tissue formation (Yamauchi et al., 2020) has been highlighted. In the current study, the class II HDAC, 4 and 5, expressions significantly increased in mineralizing HDPCs at every time point up to 17-day compared with non-mineralizing control cultures (Figure 6A). Furthermore, IHC-analysis highlighted the high HDAC4-expression in developing odontoblasts, ameloblasts, alveolar bone, dentin, and pulp at post-natal 3-day WT samples compared with unstained control, while in adult teeth, HDAC4-expression was greatly reduced, but was higher in *Mmp13* ^*−/−*^ samples compared with WT (Figure 6B). *In vivo* HDAC5-expression was generally low in WT pulp and the odontoblast layer, but high in alveolar bone (Figure 6Cb), with notable expression in the odontoblast and predentin layer of 3-month *Mmp13* ^*−/−*^ molars compared with controls (Figure 6C). HDAC5’s high expression in the alveolar bone agreed with a previously reported positive control (Figure 6Cb) (Bradley et al., 2015). An Increased *Hdac5* mRNA expression was evident at 3-month in pulp tissue from *Mmp13* ^*−/−*^ incisors compared with WT (Figure 6D). The Western blot (WB) analysis of HDAC4 expression in cultured pulp tissue revealed that expression was stable under proliferating (5-day culture) and differentiating (14-day culture) conditions in *Mmp13* ^*−/−*^ samples; however, HDAC4 expression decreased in the differentiating cells of WT pulp tissue under mineralizing compared to proliferating conditions (Figure 6E). HDAC5 increased in differentiating DPC samples and in MMP13KO samples in both proliferating and differentiating conditions compared to WT, supporting data in (C). The Class IIb HDAC6, showed a significant reduction in expression under mineralizing conditions with a slight increase in MMP13KO samples compared with WT (Figure 6E). It is clear that selected mineralization-associated class II HDACs are altered in expression in mineralizing conditions (Huynh et al., 2016), and also the novel finding suggests that MMP13 influences their expression in the dentin–pulp complex.

**FIGURE 6:**
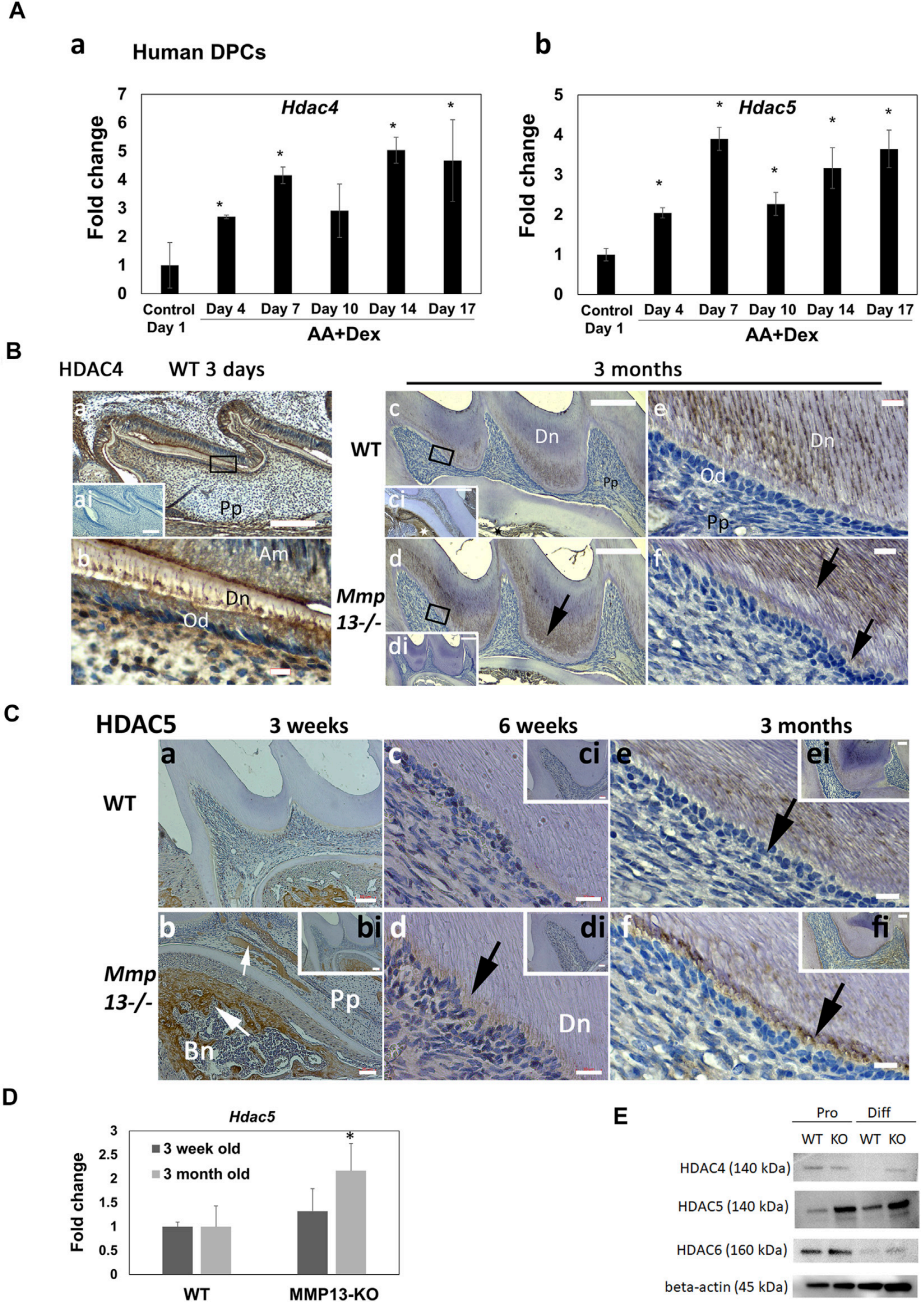
Expression of mineralization-associated HDAC, HDAC4 and HDAC5, in the dentin–pulp complex increased during human-DPC mineralization and after MMP13-loss. **(A)** Time-course human-DPC-culture indicates a progressive significant increase in both *Hdac4* and *5* expressions during mineralization. **(B)** IHC-HDAC4 expression decreases in adults compared with developing teeth **(a–f)**. HDAC4 demonstrated high expression at post-natal 3-day WT samples in the odontoblast layer **(a, b)** compared with unstained control (**ai**—inset). In adult samples, reduced expression of HDAC4 **(c–f)** was demonstrated in pulp, odontoblast **(e, f),** and predentin, with increased expression in mineralized dentin. Higher expression in dentin (**d, f**—black arrows) and odontoblast **(f)** was evident in *Mmp13* ^*−/−*^ samples (black arrows). High HDAC4 expression in adult alveolar bone (**c**- black star; **ci** inset—white star) was evident. **ai** and di represent unstained controls of a and d, while ci is a 10× section of a different area of the same tooth illustrated in C. Scale bars = **(a, ai, c, ci, d, di)** 100 μm (original mag. ×10) and **(b, e, f)** 5 μm (original mag. ×63). **(C)** HDAC5 expression increased in *Mmp13* ^*−/−*^ teeth. HDAC5 expression was low at 3-week in WT and MMP13KO teeth but high in bony and mineralized pulpal deposits evident in *Mmp13* ^*−/−*^ samples [**(b)**, small white arrow] and alveolar bone [**(b)**, large white arrow]. Dentin–pulp HDAC5 expression increased at 6-week **(c, d)** and considerably at 3-month in the pulp, odontoblast, and predentin area of *Mmp13* ^*−/−*^ samples (**d–f**, black arrows). **(b–f)** represent higher magnifications of the indicated area in **(bi–fi)**, respectively. Scale bars = **(a, bi)** 50 μm (original mag. ×10), **(b, ci, di, ei, fi)** 20 µm (original mag. ×20), and **(c, d)** 10 μm **(e, f)** 5 μm (original mag. x 63). Abbreviations: Am, ameloblast; Bn, alveolar bone; Dn, dentin; Pp, pulp. Sections were examined from five mice at 3-day, six mice at 10-day postnatal and nine mice at 3 months for both genotypes. *Hdac5* expression is significantly increased at 3-month in DPC cultures **(D)** from MMP13KO molars by RT-qPCR. **(E)** WB analysis of HDAC4 expression in proliferating mouse DPC cells was similar in MMP13KO and WT but decreased in WT differentiating DPC samples, while HDAC5 increased in differentiating samples and all KO samples supporting data in **(Ca–f)**. HDAC6 expression level was similar in WT and MMP13KO but reduced in differentiating DPCs. All qRT-PCR and WB data shown are based on at least three independent biological samples carried out in triplicate. qRT-PCR data are shown as mean ± s.d., *p < 0.05 vs. control.

### MMP13-Loss Significantly Altered DPC Gene Expression at 3 Months Reducing Mineralization-Associated Differentiation Genes But Increasing the Expression of Proliferation-Related Genes

To determine the molecular mechanisms whereby MMP13 alters mineralization effects *in vitro* and *in vivo*, we performed RNAseq analysis. 

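Pulp RNA from 3 WT and 3 *Mmp13* -/- mice aged 3 months was sequenced as independent biological samples, numbered 2, 4 and 5 for WT and 1, 2 and 6 for *Mmp13* -/- in the deposited table. The paper's methods name incisors and TRIzol extraction, whereas the sample labels name molars and a column kit. The genotype, age and tissue are the same in paper and labels. Molars stand in the growth protocol of all samples, but in the titles of the WT samples alone. Different tooth types in the 2 genotypes were therefore not excluded. For each of 53342 Ensembl genes the table holds an estimated count, which the authors obtained from their aligned reads in Strand NGS, and a normalized log2 value. The estimated counts carry fractions, as arise when a read is shared between genes or transcripts, and were rounded to whole numbers before testing. Totals ranged from 28442936 to 29980236 counts in WT, with a median of 29758771, and from 21561420 to 26547121 in *Mmp13* -/-, with a median of 26301896. The totals of the 2 genotypes did not overlap. A gene at 3 counts, taken as the floor of detection, stood at 0.139 CPM (counts scaled to a common library total) or less, and this floor covers counting error only because reads are not independent molecules.

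The targeted gene, *Mmp13* (ENSMUSG00000050578), lies on chromosome 9 from 7272514 to 7283331 in the GENCODE M21 annotation of GRCm38, matched by Ensembl identifier, as are all positions given for these samples. Its normalized count was 969 ± 128 (SD, n = 3) in WT and 34.3 ± 27.8 (SD, n = 3) in *Mmp13* -/-. The log2 fold change was −4.96 (standard error 0.46, adjusted p = 7.67e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The estimated counts left at the gene were 10.2, 32.9 and 40.4 in *Mmp13* -/- samples 1, 2 and 6, against 827 or more in each WT sample.

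Genotypes were compared on the counts with edgeR's quasi-likelihood test, TMM normalization and its filter on low counts, and a gene was called when its adjusted p was under 0.05 and its change over 2-fold. Permuting 3 against 3 samples gives no p under 0.1, so every p for a gene comes from the model fitted across all genes. Neither the paper nor the labels give a sequencing date or batch. Library number 2 occurs once in each genotype, so the 6 libraries do not form a single numbered series, and a difference between library batches and the genotype cannot be told apart. The libraries also differed in their make-up. The 13 annotated genes whose transcripts match the mouse major satellite repeat over more than 50% of their length held 0.0331% to 0.0445% of the counts in the WT samples. In *Mmp13* -/- samples 1, 2 and 6 they held 5.87%, 10.3% and 46.1%. The 1451 odorant and vomeronasal receptor genes stood at 17.8 to 20.8 CPM in WT and at 308, 355 and 1196 CPM in the same *Mmp13* -/- samples.

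**Figure D1:**
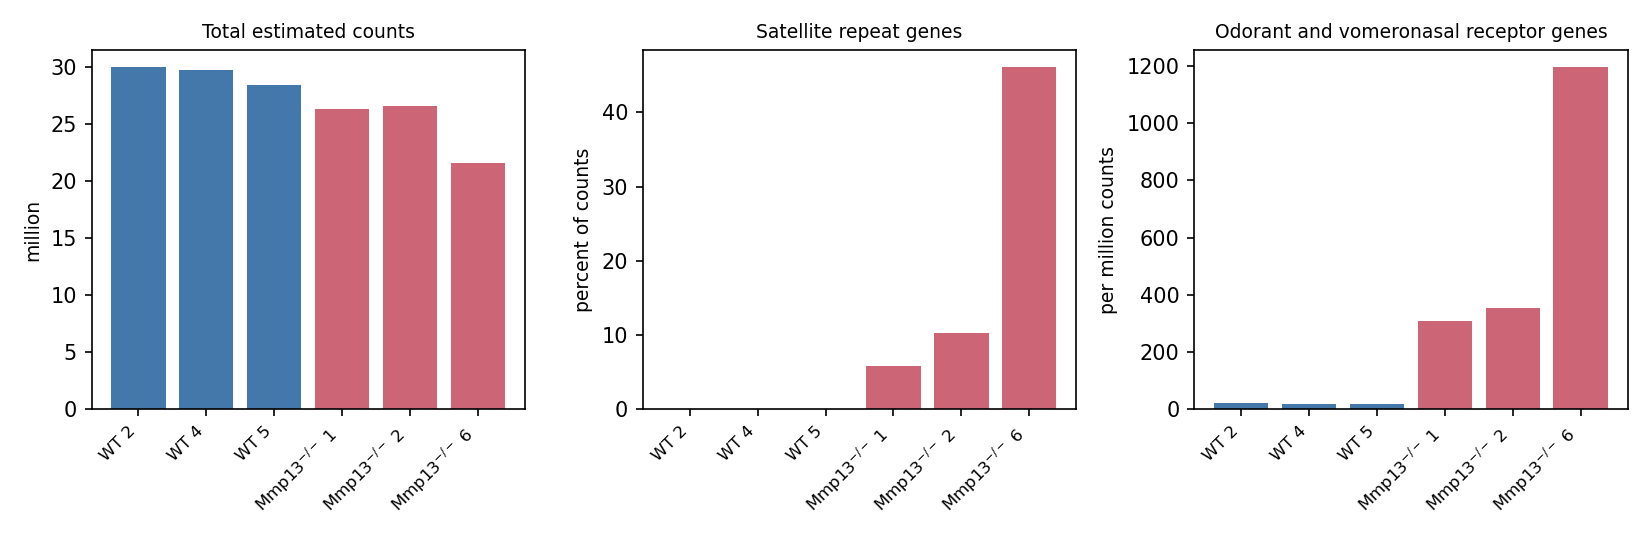
Total estimated counts, the percent of counts in satellite repeat genes, and the CPM of odorant and vomeronasal receptor genes, with a bar for each of the 6 samples (WT in blue, *Mmp13* -/- in red). Sample 6 of *Mmp13* -/- has the lowest total, 21561420 counts, and the highest satellite share, 46.1%.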

Based on initial qRT-PCR experimentation on pulp tissue isolated from WT and *Mmp13* ^*−/−*^ (Figure 4H), we hypothesized that MMP13-loss would reprogram gene expression during mineralization, altering the expression of a range of genes, while decreasing the expression of specific mineralization-associated markers. 

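After the filter on low counts, 24534 genes were tested. Of these, 7381 genes (30.1%) changed over 2-fold with an adjusted p under 0.05, 5006 of them higher and 2375 lower in *Mmp13* -/-. Changes of any size passed the same adjusted p in 12665 genes (51.6%), with 6710 higher and 5955 lower. All 3 samples of one genotype lay beyond all 3 of the other in 60.9% of the genes tested, where chance gives 10%. With each sample left out in turn, 7146 to 8751 genes changed over 2-fold. The study's procedure, judged on q and fold change alone, called 16035 of 48613 genes over 2-fold, against 5020 in the paper. The paper's separate limit of p under 0.05 was left out, which may account for part of the gap. No other differing step was found. A test against a 2-fold change itself called 3047 of 24534. The share of called genes that rose was 67.8%, and it was 81.4% with upper-quartile factors and 77.2% with total counts alone. Those scalings moved the median log2 fold change of all genes, 0.10, by 0.21 and 0.11.

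The log2 fold change also followed the GC content of the transcripts. Across 16983 protein-coding genes, which are not independent replicates, Spearman's rho between the log2 fold change and GC content was −0.56. Among 10337 genes with a mean log2 CPM above 3, divided by GC content into 10 groups of equal size, the group with the lowest GC content had a median log2 fold change of 0.75 and the group with the highest had −1.12. A correction of each sample for GC content, chosen after seeing the data, brought rho among these 10337 genes from −0.71 to −0.017. It was fitted to genes above the same abundance limit, so a flat trend there was built in. The correction left 4737 genes changed over 2-fold, of which 4015 were higher and 722 lower. Of these, 3700 were also called without the correction.

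**Figure D2:**
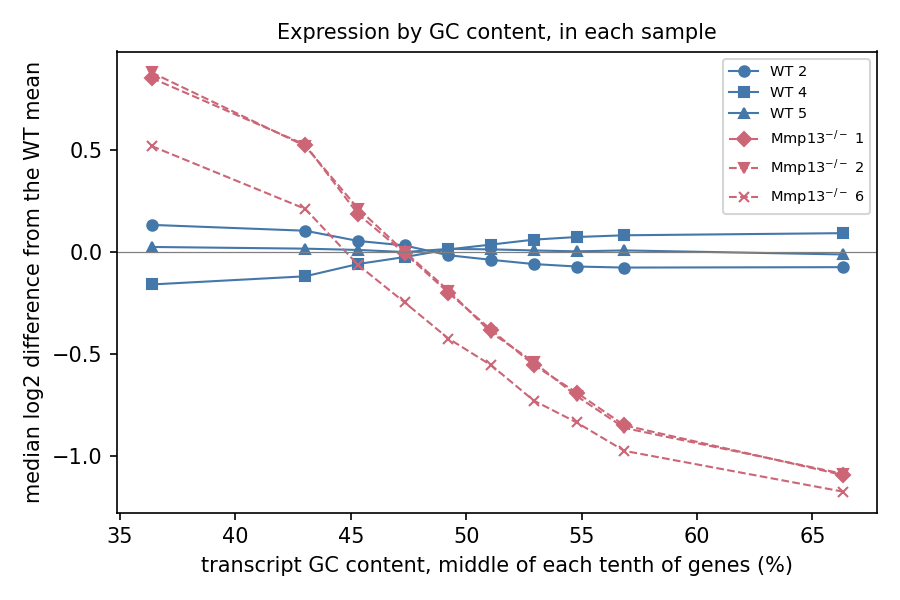
Median log2 difference of each sample from the WT mean, by transcript GC content in percent, for 10337 genes in 10 groups, with a line for each of the 6 samples. The 3 WT samples stay within −0.16 and 0.13, and the 3 *Mmp13* -/- samples fall from between 0.52 and 0.88 in the lowest group to between −1.18 and −1.09 in the highest.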

Subsequently, we isolated mRNA from the incisor teeth of WT and *Mmp13* ^*−/−*^ mice at 3-months and showed that of the 45,796 genes analyzed, MMP13-loss increased the expression > two-fold of 3,352 transcripts and suppressed the expression of 1,668 genes, representing alteration of 10.96% of the oligonucleotides (Table 1). 

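Supplementary Tables S2 and S3 list 40 genes, of which 39 were found in the table by symbol, and all 39 were called in the listed direction. This is 97.5% of the 40 (95% Wilson interval 87.1% to 99.6%). The lists were taken from these same samples, so a high share was nearly fixed in advance and is no independent support. The interval treats the listed genes as a random sample, which they are not. The transfer RNA entry *n-TEttc4* was the gene not found. After the GC correction 37 of the 40 were called, and 36 after subtraction of a background rate per kilobase of exon, which was also chosen after seeing the data. Only 17 (42.5%) were called when genes needed at least 10 counts in every sample, a filter that rising genes with few counts in WT do not pass. For 12 of the 20 rising genes every WT sample was at or under 3 counts after rounding, so their fold changes are lower bounds. The *Ear* and *Rprl* genes of Supplementary Table S2 have near-identical copies between which reads can be split, and their values are uncertain. Of the 20 rising genes, 12 had their highest count in *Mmp13* -/- sample 6, the sample with the smallest total. The falling list is led by *Trim12a* (ENSMUSG00000066258) on chromosome 7 from 104299894 to 104315466. Its normalized count was 285 ± 20.7 (SD, n = 3) in WT and 6.73 ± 3.02 (SD, n = 3) in *Mmp13* -/-, a log2 fold change of −5.38 (standard error 0.30, adjusted p = 5.49e-06 from edgeR's test).

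Among genes over 2-fold whose genotypes did not overlap, the smallest adjusted p-values of rising genes belonged to *Rps3a3*, *Rprl3*, *Rpl34-ps1*, *Cartpt* and *Gm23444*, with log2 fold changes of 7.71, 10.29, 6.97, 8.40 and 4.97. *Rps3a3* and *Rpl34-ps1* are ribosomal protein copies and *Rprl3* is a copy of an RNA component of RNase P, so their reads can belong to near-identical genes. Of falling genes, the smallest belonged to *Trim12a*, *Tpbgl*, *Lynx1*, *Phospho1* and *Dact3*, and the last 4 had log2 fold changes of −3.44, −2.66, −2.19 and −2.10.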

The top 20 most up- and downregulated genes at 3-month are listed in (Supplementary Tables S2, S3). 

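*Cartpt* (ENSMUSG00000021647) lies on chromosome 13 from 99898489 to 99901091. Its normalized count was 4.51 ± 1.28 (SD, n = 3) in WT and 1558 ± 299.7 (SD, n = 3) in *Mmp13* -/-, with a standard error of 0.27 on the log2 fold change (adjusted p = 1.78e-07 from edgeR's test). With each sample left out in turn its log2 fold change stayed between 8.18 and 8.57. *Duxf3* (ENSMUSG00000075046), a single-exon gene on chromosome 10 from 58229979 to 58232675, had estimated counts of 0, 3.15 and 0 in WT and 139, 161 and 429 in *Mmp13* -/- samples 1, 2 and 6. Its normalized count was at least 108-fold higher in *Mmp13* -/- (adjusted p = 0.000257 from edgeR's test). *Duxf3* had 121, 148 and 680 normalized counts in *Mmp13* -/- samples 1, 2 and 6, so that bound rests largely on sample 6. Its counts were 34.4, 34.1 and 33.2 times the background rate that the receptor genes gave for an exon of its length in those samples. *Duxf3* belongs to a repeated gene family, so its reads can come from other copies.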

The observed gene expression patterns demonstrate that although MMP13-loss induced transcriptional change, more genes were induced than suppressed and the expression of selected genes associated with energy and metabolism (Cartpt 365.4-fold up (Takatani et al., 2021)) and development (Duxf3, 136.6-fold up (Chen and Zhang, 2019)) was dramatically upregulated (Supplementary Table S2), while downregulation was at a more modest level (Supplementary Table S3). Notably, similar patterns of differential gene expression have been reported in other MMP13KO high-throughput transcriptomic studies albeit using microarray technology in different tissues (Toriseva et al., 2012). 

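Type I collagen and transforming growth factor β1 mark mineralization in the paper, and *Pcna* and *Mki67* mark proliferation. *Col1a1* (ENSMUSG00000001506) had a log2 fold change of −2.16 (standard error 0.34, adjusted p = 0.000668 from edgeR's test) and *Tgfb1* (ENSMUSG00000002603) of −1.76 (standard error 0.14, adjusted p = 4.88e-05 from the same edgeR test). The normalized count of *Tgfb1* was 3663 ± 328 (SD, n = 3) in WT and 1080 ± 54.2 (SD, n = 3) in *Mmp13* -/-. After the GC correction the log2 fold changes of these genes were −1.18 and −1.26. *Pcna* (ENSMUSG00000027342) rose from 455 ± 56.5 to 1185 ± 206 normalized counts (SD, n = 3), a log2 fold change of 1.38 (standard error 0.17, adjusted p = 0.000221 from edgeR's test). *Mki67* (ENSMUSG00000031004) rose from 1213 ± 257 to 5796 ± 1544 normalized counts (SD, n = 3), a log2 fold change of 2.26 (standard error 0.24, adjusted p = 0.000126 from edgeR's test). Both proliferation genes differed by more than the spread between samples and were higher in 3 of 3 *Mmp13* -/- samples. The 22 proliferation markers tested as a list had a median log2 fold change of 1.44, with 21 higher. The 16 odontoblast markers had a median of −0.45, with 12 lower, and as a set they did not pass the test (adjusted p = 0.244 from limma's camera).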

Interestingly, in support of the hypothesis that showed the absence of MMP13 reduced the differentiation of odontoblasts and increased cell turnover, selected mineralization-associated transcripts were seen to be significantly downregulated (*Coll-1*, 4.2-fold down; *TGFβ1*, 3.45-fold down), while other markers of proliferation were upregulated (*Pcna*, 2.7-fold up; *Ki67* 4.95-fold up). 

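*Nes* (ENSMUSG00000004891), which encodes nestin, had 7045 ± 1450 normalized counts (SD, n = 3) in WT and 3053 ± 446 (SD, n = 3) in *Mmp13* -/-. Its log2 fold change of −1.21 (standard error 0.20, adjusted p = 0.000909 from edgeR's test) moved to −0.48 after the GC correction (adjusted p = 0.0650 from edgeR). *Mmp8* (ENSMUSG00000005800) rose from 94.4 ± 17.4 to 712 ± 109 (SD, n = 3), a log2 fold change of 2.92 (standard error 0.20, adjusted p = 2.08e-05 from edgeR's test). *Mmp20* (ENSMUSG00000018620) had a log2 fold change of 1.31 (standard error 0.39, adjusted p = 0.0182 from edgeR), its samples overlapped between the genotypes, and it did not pass without WT sample 4 or 5 (adjusted p up to 0.0751 from edgeR), in limma on the normalized values (adjusted p = 0.0613) or after the GC correction, where *Mmp20* was at 0.77 (adjusted p = 0.114 from edgeR). *Mmp9* (ENSMUSG00000017737) went from 2781 ± 731 to 3995 ± 875 (SD, n = 3), a log2 fold change of 0.52 that did not pass the threshold (standard error 0.22, adjusted p = 0.0738 from edgeR). It was 1.25 and passed with the GC correction (adjusted p = 0.00199 from edgeR). Ameloblastin, *Ambn* (ENSMUSG00000029288), had a log2 fold change of 0.95, which also did not pass (standard error 0.39, adjusted p = 0.0616 from edgeR). *Mmp8* and *Mmp20* lie on chromosome 9 within 5 Mb of the targeted locus, where 19 of 36 tested genes were called with *Mmp13* and the satellite genes left out, against 30.0% of genes elsewhere. After the GC correction 8 of those 36 genes were called.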

The downregulation of the odontoblast-marker *nestin*, and the upregulation of several *Mmps* (*-8*, *-9* and *-20*), identified in the RNAseq was validated to be of similar magnitude in subsequent qRT-PR experimentation (Table 2). In order to further interrogate mechanistic interactions, pathway analysis was investigated.

**TABLE 1:** Number of genes demonstrating >1 and >2 absolute fold change in *Mmp13* ^*−/−*^ compared with WT murine dental pulp cell cultures. Genes that were differentially expressed (>1.0 and >2.0 absolute fold change) in *Mmp13* ^*−/−*^ relative to WT control were identified after passing the t-test (*p* < 0.05) and post hoc multiple test (Storey with bootstrapping) with a corrected *q* value of 0.05.

De-regulated gene *q* < 0.05	Total number of genes	Upregulated	Downregulated	Genes altered as (%)of total genes present (45,796)
Absolute FC > 1.0	8,228	4,314	3,914	17.96
Absolute FC > 2.0	5,020	3,352	1,668	10.96

**TABLE 2:** Comparison of RNA-sequencing and qRT-PCR from dental pulp cells of *Mmp13* ^*−/−*^ compared with WT at 3 months. qRT-PCR was averaged from three independent biological experiments carried out in triplicate. Fold change represents an average value for qRT-PCR.

Gene name	Absolute fold change RNA-seq in *Mmp13* ^*−/−*^	Absolute fold change qRT-PCR in *Mmp13* ^*−/−*^	HGNC gene ID
*Nestin*	2.18 down	3.5 down	18008
*Mmp8*	7.84 up	2.25 up	17394
*Mmp9*	1.52 up	2.1 up	17395
*Mmp20*	2.89 up	3.3 up	30800
*Ameloblastin*	2.26 up	5.2 up	11698

### MMP13-Ablation Alters Multiple Pathways, Downregulating the Wnt Signaling and Pluripotency Pathway and Decreasing in Axin2 *In Vivo*

To elucidate the biological processes and identify potential pathways that are affected by MMP13 in primary murine dental pulp tissue at 3-month, the RNAseq gene expression dataset was subjected to pathway analysis using Go-Elite and Pathvisio analysis software (Duncan et al., 2016). 

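The pathway gene lists behind Supplementary Tables S4 and S5 were not used here. In their place, gene families and short marker lists written before the data were examined were tested with limma's camera, a competitive test that sets the genes of a list against all other genes, with Benjamini-Hochberg adjustment over the lists. Of 1134 odorant receptor genes, 144 had enough counts to test and all 144 were higher in *Mmp13* -/-, with a median log2 fold change of 6.97 (adjusted p = 1.29e-17 from limma's camera). The minichromosome maintenance and origin recognition genes, which act in DNA replication, had a median of 1.11 and 15 of 15 were higher (adjusted p = 8.88e-05 from limma's camera). Coagulation factors had a median of 1.81, with 13 of 15 tested genes higher (adjusted p = 0.00336 from limma). Skeletal muscle markers had a median of −1.55, with 29 of 30 lower (adjusted p = 6.98e-10 from limma). These directions held with every scaling tried. Muscle markers took 12.5% to 14.4% of the counts in WT and 2.70% to 8.56% in *Mmp13* -/-. Muscle carried into the samples in unequal amounts was not tested and cannot be told apart from an effect of the genotype. The receptor genes were also the genes used to measure background reads, and after its subtraction 32 odorant receptor genes had enough counts to test, with a median of 2.18.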

Bioinformatics analysis using strict redundancy controls revealed the significant upregulation (Supplementary Table S4) and downregulation (Supplementary Table S5) of multiple pathways related to the host of metabolic and immunological pathways. The subsequent analysis focused on pathways that have previously been identified as being central to developmental and repair processes in the odontoblast cell and dentin–pulp complex in general. 

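The core canonical Wnt components, 42 genes from the receptors' co-receptors to the transcription factors, had a median log2 fold change of −0.80, with 36 of 42 lower in *Mmp13* -/- (adjusted p = 1.25e-08 from limma's camera). The median of 17 Wnt ligands was −0.60, with 12 lower (adjusted p = 0.00617 from limma's camera), and that of 10 Frizzled receptors was −0.76, with 9 lower (adjusted p = 0.0136 from limma's camera). Canonical Wnt target genes had a median of −0.33, with 9 of 13 lower, and did not pass the test (adjusted p = 0.0703 from limma's camera). For the 51 MAPK cascade kinases the median was −0.53, with 35 lower (adjusted p = 0.000407 from limma's camera). With every scaling tried these medians stayed negative. After the GC correction the median of the core components was −0.28 with 36 of 42 lower, that of the MAPK kinases was −0.11 with 30 of 51 lower, and both still passed. The ligands, at −0.14, and the Frizzled receptors, at −0.32, no longer passed, and the median of the target genes became 0.14. Among 10000 random lists matched on GC content and abundance, the median of the core components lay at percentile 0.64 and that of the MAPK kinases at percentile 15.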

A significant downregulation of the Wnt-signaling and pluripotency pathway (<0.001) and the MAPK pathway (<0.003) was specifically noted as Wnt has previously been strongly linked to the odontoblast differentiation (Kawata et al., 2021) and tooth development (Kim et al., 2021), while upregulating of the MAPK pathway has been linked to DPSC differentiation (Lv et al., 2016) and tooth development (Chen et al., 2018). 

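*Nanog* (ENSMUSG00000012396), on chromosome 6 from 122707489 to 122714633, had no counts in any WT sample and estimated counts of 13.7, 4 and 57.4 in *Mmp13* -/- samples 1, 2 and 6. It did not pass the filter on low counts. Without a filter its adjusted p was 1.3e-08 from edgeR's test, and its normalized count was at least 12.3-fold higher in *Mmp13* -/- than the floor. *Nanog* had 11.9, 3.66 and 91.0 normalized counts in *Mmp13* -/- samples 1, 2 and 6, so this bound rests largely on sample 6. In the 4 fits with a sample left out where it passed the filter its adjusted p from edgeR was at most 0.0255, and limma on the normalized values gave a log2 fold change of 3.91 for *Nanog* that did not pass (adjusted p = 0.0681). *Pou5f1* (ENSMUSG00000024406), which encodes Oct3/4, lies on chromosome 17 from 35506018 to 35510772. Its estimated counts were 6, 1 and 2 in WT and 11.7, 12.8 and 18.4 in *Mmp13* -/-. The log2 fold change was 2.46 (standard error 0.78, adjusted p = 0.0233 from edgeR's test). It did not pass without WT sample 4 (adjusted p = 0.119 from edgeR) or without WT sample 5 (0.106). Background reads at the rate of the receptor genes would give 3.37, 3.94 and 10.8 counts over the exons of *Nanog* in *Mmp13* -/- samples 1, 2 and 6. The counts of *Nanog* were 4.06, 1.02 and 5.34 times those values, and the counts of *Pou5f1* were 3.47, 3.25 and 1.70 times the values for its own exons.

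**Figure D3:**
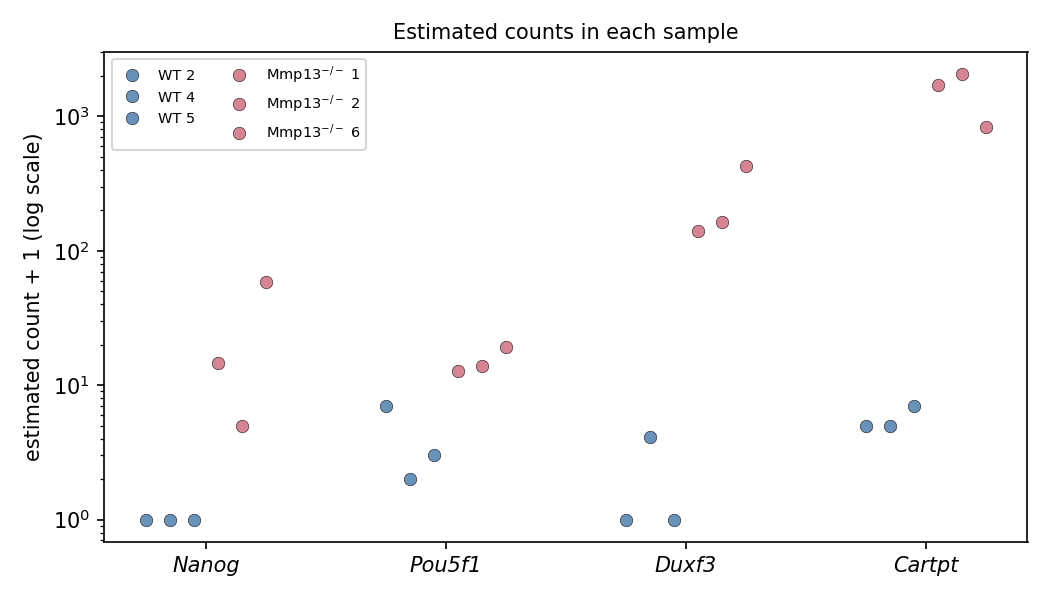
Estimated count plus 1, on a log axis, of *Nanog*, *Pou5f1*, *Duxf3* and *Cartpt* in each of the 6 samples (WT in blue, *Mmp13* -/- in red, samples in the order of the key). *Nanog* ranges from 4 to 57.4 counts in *Mmp13* -/- and is at 0 in WT, and *Cartpt* ranges from 828 to 2070 counts in *Mmp13* -/-.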

The pathway illustration (Figure 7B) highlighted the dysregulation of several key markers in the Wnt signaling and pluripotency pathway with significant increases in the pluripotency markers *Nanog* (15.9-fold up) and *Oct3/4* (7.7-fold up), findings that were validated in subsequent qRT-PCR (Figures 7B,C). Furthermore, RNAseq at 3-month revealed that mineralization markers associated with DPC differentiation were decreased in expression in *Mmp13* ^*−/−*^ including the odontoblast-responsive Wnt gene *Axin2* (2.5-fold down), *Smad3* (2.15-fold down), and *TGFβ1* (3.45-fold down) (Figure 7B); findings that were significantly verified by qRT-PCR at 3 and 6 weeks (Figure 7D). 

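*Axin2* (ENSMUSG00000000142), on chromosome 11 from 108920349 to 108950783, had 785 ± 137 normalized counts (SD, n = 3) in WT and 322 ± 54.6 (SD, n = 3) in *Mmp13* -/-. Its log2 fold change was −1.28 (standard error 0.18, adjusted p = 0.000415 from edgeR's test). It stayed between −1.49 and −1.19 with each sample left out in turn. *Smad3* (ENSMUSG00000032402), on chromosome 9 from 63646767 to 63757994, had 5045 ± 232 normalized counts (SD, n = 3) in WT and 2269 ± 421 (SD, n = 3) in *Mmp13* -/-, a log2 fold change of −1.15 (standard error 0.17, adjusted p = 0.000569 from edgeR's test). Every *Mmp13* -/- sample was below every WT sample for both genes. After the GC correction the log2 fold changes were −0.62 for *Axin2* and −0.61 for *Smad3*, which still passed an adjusted p of 0.05 and no longer reached a 2-fold change. From the pathway analysis and the staining of teeth for Axin2, the paper concludes that MMP13 and Wnt signaling interact in the control of DPC differentiation. It also reports lower *Axin2* and *Smad3* by qRT-PCR in incisor pulp, and more phospho-β-catenin protein in DPCs from *Mmp13* -/- mice.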

From this group of genes, *Axin2* was further evaluated by IHC as it is expressed in differentiating odontoblasts (Bae et al., 2015), and has previously been implicated with Wnt/β-catenin signaling in odontoblast development and maturation (Lohi et al., 2010; Babb et al., 2017). Furthermore, Axin2 is considered a direct target of canonical Wnt signaling (Kim and Simmer 2007). In this study, Axin was reduced in expression in *Mmp13* ^*−/−*^ teeth *in vivo* at 10-day, 3-week and 3-month in the odontoblast and predentin central pulp tissue compared with WT and negative controls (Figure 7A), confirming the interaction between MMP13 and Wnt signaling in the control of DPC differentiation evidenced in the RNAseq pathway analysis (Figure 7B). The links between MMP13 expression and Wnt/β-catenin signaling have been reported elsewhere in mechanically stretched chondrocytes (Song et al., 2021), and between MMP9, 13, and Wnt in maxillary-expansion techniques (Guerrero et al., 2020). Further analysis revealed that although β-catenin expression was similar between WT and MMP13 samples, phospho-β-catenin protein expression was increased in DPCs from MMP13KO cultured in proliferating and markedly in differentiating conditions, which fits with phosphorylation-dependent degradation of β-catenin is a key step in turning off Wnt signals (Figure 7E). Although the MAPK pathway was significantly downregulated (Supplementary Table S5), the protein expression of p38 and phosphorylated-p38 was increased in MMP13KO under mineralizing conditions, a finding linked to enhanced odontogenic differentiation *in vitro* (Du et al., 2020) with phosphorylation linked to odontoblast-stimulation *in vivo* (Simon et al., 2010) (Figure 7E). Despite increases in phosphorylated p38, there was reduced dentine and altered dentin structure in this study, which suggests the absence of MMP13 in tooth development and repair may dysregulate the normal odontoblast activity, which has been demonstrated with other MMPs in tooth development (Yuan et al., 2017).

**FIGURE 7:**
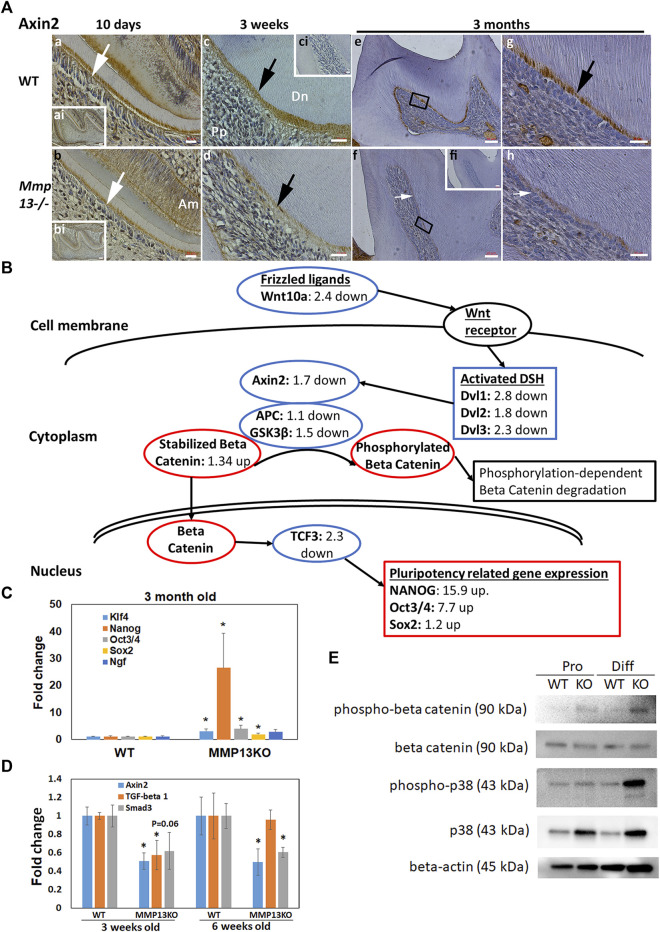
Wnt responsive gene *Axin2* expression is reduced in *Mmp13* ^*−/−*^ odontoblasts, while Nanog is increased and the Wnt signaling pathway suppressed after MMP13-loss. **(A)** IHC-Axin2 expression is decreased in the odontoblast and predentin layer of developing (10-day [**(a, b)**—white arrow], 3-week [**(c, d)**—black arrow]), and mature first molars (3-month [**(e–h)** white, black arrow]) of *Mmp13* ^*−/−*^ samples compared with WT samples. **(ci)** represents an unstained control of the same cusp as **(c)**, while **(g, h)** are higher magnifications of the indicated area identified in **(e, f)**, respectively. **(a, b)** represent higher magnifications of the indicated area in the **(ai, bi)**, respectively. Scale bars = **(ai, bi, ci, e, f)** 20 μm (original mag. ×20), **(a–d)** 10 μm (original mag. ×40), and **(g, h)** 5 μm (original mag. ×63). Abbreviations: Am, ameloblast; Dn, dentin; Pp, pulp. Sections were examined from five mice at 3-day, six mice at 10-day postnatal, and nine mice at 3 months for both genotypes. **(B)** Selected markers in the Wnt signaling and pluripotency pathway colored and labeled to reflect RNA-sequencing gene expression changes in tissue taken from *Mmp13* ^*−/−*^ teeth compared with WT controls at 3 months. Pathway analysis (Pathvisio version 3.3.0+), after accounting for redundancy, highlighted a significant downregulation in the Wnt signaling and pluripotency pathway after MMP13-loss with 97 (88%) genes altered, a z-score of 3.33, and a *p* value of <0.0001 with a permutation test. Marks of interest that have been previously related to Wnt signaling in teeth (*Wnt10a*, *GSK3β*, and *activated DSH*) and odontoblasts (*Axin2*) and reduced in expression are highlighted. **(C)** Expression of *Nanog* (>25 fold), *Klf4*, *Pou5f1 (Oct3/4)*, *and Sox2* is significantly increased in pulp tissue taken from incisor teeth of MMP13KO mice at 3 months compared with WT, which validates the results of the RNA-sequencing in **(B)**. **(D)** *Axin2* significantly reduced in expression at 3 and 6 days, *Tgfβ1* at 3 days, and *Smad3* at 6 days in pulp tissue from the incisors of MMP13KO compared with WT, corroborating pathway analysis in **(B)** and Supplementary Table S5. **(E)** WB analysis of phospho-β-catenin expression highlights increases in MMP13KO in both proliferating and differentiating DPCs, while β-catenin appears similarly expressed in all groups. Phospho-p38 increased in MMP13KO in differentiating DPCs, not proliferating, while p38 increased in the KO sample under both conditions. RNA-sequencing experiment is based on three independent biological replicates for both genotypes, while qRT-PCR experimentation carried out in four independent replicates for both genotypes in triplicate, and WB data shown are based on at least three independent biological samples carried out in triplicate. Statistical analysis was carried out by the student t-test with data shown as mean ± s.d., *p < 0.05 versus control.

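Of the genes drawn in Fig. 7B, *Wnt10a* (ENSMUSG00000026167) had 1115 ± 179 normalized counts (SD, n = 3) in WT and 447 ± 58.8 (SD, n = 3) in *Mmp13* -/-. Its log2 fold change was −1.32 (standard error 0.17, adjusted p = 0.000246 from edgeR's test) and −0.15 after the GC correction (adjusted p = 0.498 from edgeR). The Dishevelled genes *Dvl1*, *Dvl2* and *Dvl3* had log2 fold changes of −1.54, −0.90 and −1.33, with adjusted p-values from edgeR of 0.000154, 0.000649 and 0.000104. Corrected for GC content, their log2 fold changes were −0.54, −0.03 and −0.61, and *Dvl2* no longer passed. With total counts alone *Dvl2* did not pass either (adjusted p = 0.0544 from edgeR). *Gsk3b* fell by 0.62 on the log2 scale (standard error 0.15, adjusted p = 0.00670 from edgeR), and did not pass with total counts alone (adjusted p = 0.272). *Ctnnb1*, which encodes β-catenin, had a log2 fold change of 0.38 and did not pass (adjusted p = 0.102 from edgeR), and *Apc* had −0.05 (adjusted p = 0.805 from edgeR). With the GC correction both passed, *Ctnnb1* at 0.69 (adjusted p = 0.00320 from edgeR) and *Apc* at −0.34 (adjusted p = 0.0280 from edgeR). *Ctnnb1* also passed with upper-quartile factors, at least 10 counts in every sample, DESeq2, and background subtraction alone or with the GC correction. It passed without *Mmp13* -/- sample 6 and, when judged on q alone, in the study's procedure. Over the alternatives set in advance its adjusted p ranged from 0.00426 to 0.391. The label TCF3 can stand for *Tcf3* or, in the Wnt pathway, for *Tcf7l1*. Their log2 fold changes were −1.09 and −1.12, and 0.00 and −0.12 after the GC correction. *Sox2* had 139 ± 91.2 normalized counts (SD, n = 3) in WT and 127 ± 45.9 (SD, n = 3) in *Mmp13* -/-, a log2 fold change of −0.14 within the spread between samples (standard error 0.43, adjusted p = 0.806 from edgeR).

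**Figure D4:**
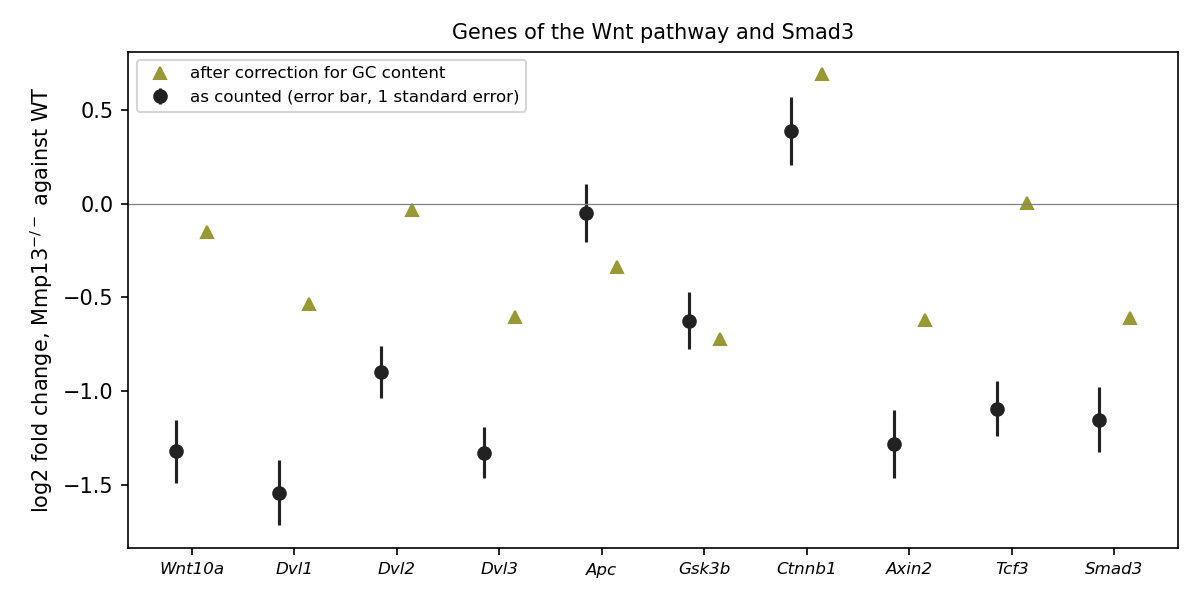
Log2 fold change, *Mmp13* -/- against WT, of 10 genes of the Wnt pathway and TGFβ signaling as counted (circles, with a bar of 1 standard error) and after correction for GC content (triangles, with no error shown). *Wnt10a* moves from −1.32 to −0.15 and *Gsk3b* from −0.62 to −0.72.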

## Discussion

Our initial aim was to determine whether MMP13 contributed to tooth development and secondary and reactionary tertiary dentinogenesis. To investigate this, we used an *Mmp13^−/−^* mouse model, which exhibits a normal lifespan, and has no major phenotypic abnormalities (Takaishi et al., 2008). We demonstrated that *Mmp13* ^*−/−*^ mice with no change in body-weight or pulpal volume, exhibit an abnormal dental-phenotype, with distorted dentin structure and reduced dentin volume and density but without occlusal wear reported in MMP9-KO samples (Yuan et al., 2017). These novel results support experimentations using Mmp13^−/−^ mice in other mineralizing-tissues, in which ossification was delayed, collagen accumulated in the growth plate region of long bones (Yamagiwa et al., 1999; Inada et al., 2004), and bone healing was impaired after fracture (Behonick et al., 2007). MMP13 is likely to have additional reparative roles in the dentin–pulp complex, beyond regulating tooth developmental and dentinogenesis, by cleaving bioactive growth factors (GFs) or assisting in the dentin matrix component release to stimulate cell migration and differentiation (Ortega et al., 2003; Okamato et al., 2018). The fact that MMP13-polymorphisms are linked epidemiologically to decreased caries-resistance (Tannure et al., 2012; Vasconcelos et al., 2019), hints at a range of potential mechanisms including defective dentin development (Vasconcelos et al., 2019). MMP-13 expression has previously been linked to the promotion of regenerative responses (Toriseva et al., 2007) and differentiation (Lei et al., 2013) in certain cell types, with MMP-13 protein expression increased in mineralizing cultures, as described in other studies (Winchester et al., 1999; Suri et al., 2008; Duncan et al., 2016) as well as in this study *in vivo* (Figure 1).

Within this study, the observed dental phenotype in *Mmp13* ^*−/−*^ mice had similarities to certain hereditary dentin-defects, traditionally subdivided into three types of dentinogenesis imperfecta (DI) and two of dentin dysplasia (Kim and Simmer 2007). DI type-III is well characterized phenotypically and linked to the mutation in the *Dspp* gene (von Marschall et al., 2012), demonstrating a widened predentin layer, reduced dentin thickness and enlarged pulp chamber (Kim and Simmer 2007). Notably, studies investigating tooth development in *Dspp* ^*−/−*^ (Sreenath et al., 2003), *Dmp-1* ^*−/−*^ (Ye et al., 2004), and *Mmp9* ^*−/−*^ (Yuan et al., 2017) mice, reported developmental effects similar to DI type-III. It has been suggested that this altered phenotype may be linked to a disturbance in the ordered secretion of extracellular matrix (ECM) by odontoblasts and its subsequent maturation and degradation (Ni and Chen 2014; Yuan et al., 2017) with a critical role for collagenases like MMP13, in organizing ECM deposition, facilitating differentiation, and GF-cleavage from ECM stores suggested (Ortega et al., 2003; Nkyimbeng et al., 2013). To offer insight into MMP13’s role in tooth mineralization processes *in vivo*, a time-course was carried out revealing high-expression of MMP13 in the odontoblast layer and predentin layer in teeth particularly during primary dentinogenesis, which reduced in secondary dentinogenesis (Figure 1). Although our results also exhibit the irregular mineralization front and altered tubule regularity described in DI type-III (Figure 2A), the appearance resembles other dentin-developmental defects and *Tgfbr2*-deletion (Ahn et al*.*, 2015), rather than DI type-III with a normal pulp chamber size and increase in pulpal-calcification. The observation of frequent dystrophic pulp-mineralization in *Mmp13* ^*−/−*^ teeth, suggests that MMP13 may have a role in the controlled regulation of ECM turnover and organization of mineralization in the dentin–pulp complex. Indeed, the mineralization morphologically resembled multiple discrete calcifications (Figure 2C) rather than a widespread dystrophic calcification previously reported (Kim and Simmer 2007; Ahn et al., 2015). Tertiary reactionary dentin at the cusp-tips was notably reduced in *Mmp13* ^*−/−*^ compared with WT, supporting a potential role for MMP13 in the ordered reparative mineralization processes in response to occlusal irritation (Figure 2B). Previously, MMP13 was increased in dentin in response to caries lesions, highlighting a potential defensive role in regulating tertiary dentinogenesis (Loreto et al., 2014). The formation of reparative dentine is regulated by bioactive molecules, including bone morphogenic proteins, growth factors, and MMPs which are “fossilized” in the dentine matrix (Cassidy et al., 1997; Grando Mattuella et al., 2007) prior to being released by caries, trauma, or by dental materials (Graham et al., 2006; Tomson et al., 2007). Identifying specific key mediators, like MMP13, that promote the production of tertiary defensive dentin, not only has scientific but clinical relevance as the deposition and quality of the tertiary dentin response in response to injury increase the thickness of dentin between the injury and the pulp, helping to preserve pulp vitality (Smith, 2002).

Although enamel-formation was not the primary focus of this work, MMP13 was strongly expressed in the ameloblast layer of developing teeth (Figure 1 **)** with histology and µCT analysis highlighting significant alterations in the enamel volume and density in *Mmp13* ^*−/−*^ teeth and an increase in amelogenin expression, but no increase in occlusal wear. MMP20 has previously been shown to regulate mineralization by cleaving amelogenin during the growth of enamel-like crystals (Kwak et al., 2016; Prajapati et al., 2018). MMPs also facilitate cell movement during development and considerable attention has been directed at the role of MMP20 in facilitating ameloblast movement (Bartlett and Smith, 2013); however, for the first time *in vivo* MMP13-expression is identified in early dentin mineralization and throughout the secretory stages of amelogenesis (Figure 1A). These results are suggestive of a potentially novel role for MMP13 in processing and degrading enamel proteins during development (Simmer and Hu 2002).

Micro-CT analyses demonstrated that teeth were significantly smaller in *Mmp13* ^*−/−*^ mouse, which could have been attributed to a general developmental problem in the *Mmp13* global KO phenotype; however, animal body-weight was unaltered between control and WT. Greater volumetric changes evident in incisors compared with molars may reflect the continual growth pattern evident in rodent incisors, which although not reflective of human teeth, may highlight an accumulative deficiency in dentinogenesis and amelogenesis in *Mmp13*-null mice. Odontoblast-activity was assessed in *Mmp13* ^*−/−*^ teeth with *nestin* levels significantly downregulated both *in vivo* and *in vitro* and DSP reduced at both developmental and adult time-points (Figure 4B). DSP and dentin phosphoprotein (DPP) are two of the principal components of non-collagenous dentin matrix (Butler et al., 2002), with research highlighting that DSP is processed by MMP9 both *in vitro* and *in vivo* (Yuan et al., 2017); this suggests a possible role for others MMPs, such as MMP13 in DSP processing and mineralization processes in dentin (Okamoto et al., 2018). Our group has already identified that *Mmp9* mRNA expression increased in the bone after MMP13-deletion and in DPC-cultures after pharmacological MMP13-inhibition (Duncan et al., 2016; Nakatani et al., 2016). MMPs form an intricate support network, with feedback and synergy regulating other MMPs activity critical for maintaining tissue homeostasis (Ortega et al., 2003). Notably, MMP9 and MMP13 have been highlighted in the bone to work synergistically in remodeling and development (Engsig et al., 2000). In order to investigate this, the expression of the most common dentin collagenase, MMP8 (Sulkala et al., 2007) and the gelatinase MMP (-9), whose loss is known to affect the dental structure (Yuan et al., 2017), these markers were investigated to confirm that the observed effects of MMP13 were not partly attributable to MMP8 or MMP9-knockdown or rescue. Both MMP8 and MMP9 demonstrated an increased gene and protein expression in the predentin layer of knockout mice molars, corroborating a role for feedback and compensation within the collagenases and wider MMP-family (Figure 5).

Research from our group and others linking MMP13 with class IIa mineralization-associated HDACs in *in vitro* and in the bone (Shimizu et al., 2010; Wein et al., 2015; Duncan et al., 2016; Nakatani et al., 2016), prompted an investigation into the dental HDAC4/5 expression *in vivo*. Previous IHC-analyses in third molars highlighted odontoblastic HDAC-expression and that class-II HDAC partly regulates the odontogenic-related gene expression (Klinz et al., 2012). In this study, IHC-analysis confirmed a likely role for HDAC4 in primary dentinogenesis with high-expression evident in active young odontoblasts and pulp cells, but not in mature odontoblasts. From a translational perspective, HDAC4 had a high gene expression in mineralizing human-DPCs, while protein expression in differentiating mouse DPCs reduced, a finding reversed after MMP13-ablation (Figure 6), with links with previous work using osteoblastic cells highlighting that HDAC4 binds to the MMP13 promoter to alter transcription (Shimizu et al., 2010). Previously, *Hdac4* ^*−/−*^ mice exhibited normal dentin morphology, but shorter root length (Ono et al., 2016). In this study, HDAC5-expression was low in developing teeth; however, expression notably increased in the odontoblast layer of MMP13-deleted samples and in differentiating MMP13KO DPCs cultures, suggesting potential mechanistic roles for HDAC5 in regulating odontoblast differentiation as demonstrated elsewhere in osteoblasts (Kang et al., 2005) (Figure 6). Unlike class IIa HDAC, the class IIb, HDAC6 did not show altered expression after MMP13-deletion, but was significantly reduced in expression in differentiating compared with proliferating DPC cultures (Figure 6).

An increase in DPC-proliferation in *Mmp13* ^*−/−*^ cultures was notably accompanied by downregulation of a range of dentinogenic differentiation-markers, *in vivo* (Nestin and DSP) and *in vitro* including *Osx*, *nestin*, and *Runx2* in mineralizing DPCs. Runx2 is a key transcription factor that regulates osteoblast cell differentiation and also binds to the promoters of several genes that regulate differentiation during mineralization, including *Dmp-1* which was also downregulated in *Mmp13*-null cultures. Previous *in vitro* cancer research has highlighted varied effects of MMPs on DPC-proliferation with MMP7 inhibiting cell proliferation (Zhang et al., 2014) and MMP9-inhibition increasing proliferation of satellite cells in dystrophic-muscle (Hindi et al., 2013). Mechanistically, MMP-control of cell division and proliferation has been based on the regulation of GF-availability and the activation/inactivation of GF-receptors (Rodríguez et al., 2010). Research from our group has highlighted that pharmacological MMP13-inhibition reduced cell migration; however, the effects on DPC proliferation were not previously investigated (Duncan et al., 2016). RNAseq analysis revealed a significant upregulation in *Mmp13* ^*−/−*^ DPC cultures of the liked self-renewal and pluripotency factors (Fong et al., 2008), *Nanog* (15.9 fold up), *Oct3/4* (7.7 fold up), and *Sox2* (1.2 up), a finding that was validated with the addition of *Klf4* in tissue from 3-month old mouse pulp. *Klf4* is involved in a range of cellular processes including cell growth, proliferation, and differentiation and has previously been shown to be involved in dentinogenesis and odontoblastic differentiation via histone acetylation (Tao et al., 2019). Within this study, *Klf4* expression was not significantly changed in the comparative DPC culture, but was increased in tissue harvested from incisor teeth at 3-month, a finding which can likely be attributed to the unique characteristics of mouse incisor teeth in which the DPCs continue to proliferate as the tooth erupts throughout life. The expression of *Nanog* (Pitrone et al., 2019) and *Sox2* (Liu et al., 2015) has been linked to increased proliferation is dental pulp and other tissues, while *Oct3/4* expression has been shown to alter cell proliferation during tooth morphogenesis (Nakagawa et al., 2012), as well as controlling differentiation processes.

The mechanisms driving dentine matrix mineralization and MMP13’s role in promoting mineralization, tooth development, and dentinogenesis have not been previously elucidated. Using high-throughput RNAseq analysis, this study clearly demonstrates the MMP13-ablation induced the differential expression of several novel genes in pulp tissues from MMP13KO and WT incisor teeth. The involvement of many unidentified transcripts has not previously been demonstrated in other MMP13 studies (Toriseva et al., 2012; Zhang et al., 2012; Supplementary Tables S2, S3); however, similarly, to previous *Mmp13* ^*−/−*^ high-throughput array studies, genes were both induced and suppressed by after ablation (Toriseva et al., 2012). Notably, in this study more genes were significantly dysregulated (5,000+ >2.0 fold) even with strict statistical processing perhaps highlighting tissue-dependent differences in MMP13 effects (Table 1). Notably, high-throughput analysis demonstrated the alteration of several gene pathways (Supplementary Tables S4, S5), with upregulation associated with alterations in biological areas such as metabolism and immunological processes, including “Glucocorticoid and Mineralocorticoid Metabolism,” “Macrophage markers,” “Cytokines and Mineralization response” and the “Osteoclast” pathway; this supports previous research on MMP13-deficient mice which has highlighted increases in inflammation in the lung (Sen et al., 2010) and altered the expression of several inflammatory markers in granulation tissue (Toriseva et al., 2012). In relation specifically to downregulated pathways, immunological pathways were also significantly altered (TNF-alpha NF-kB signaling pathway, IL-6 signaling pathway, and IL-3 signaling pathway)**,** while other pathways previously related to odontoblast function and development were also altered including the Wnt-signaling pathway (Lohi et al., 2010; Babb et al., 2017) and the MAPK signaling pathway (Simon et al., 2010; Du et al., 2020).

Of these, the Wnt signaling pathway (Figure 7) was of particular interest due to its critical role in tooth development and odontoblast function (Lohi et al., 2010), with *Axin2* and *Wnt10a* significantly downregulated in MMP13KO samples, both of which have previously been highlighted to be reduced in the odontoblasts of malformed crowns in Wnt-less mice (Bae et al., 2015). Wnt10a expression has been shown to induce DSP expression and odontoblast differentiation (Yamashiro et al., 2007), while Axin2 expression in odontoblasts has been shown to enhance reparative dentinogenesis (Babb et al., 2017) and root thickness (Zhang et al., 2021) and has implicated Wnt/β-catenin signaling in odontoblast development and maturation (Lohi et al., 2010; Babb et al., 2017). Axin2 is a direct target of canonical Wnt signaling (Kim and Simmer 2007) and is seen in a restricted pattern during mouse embryogenesis and organogenesis with reports suggesting that Axin2 participates in a negative feedback loop that limits the duration of a Wnt-initiated signal (Jho et al., 2002). *Axin2* alteration by the RNAseq and Axin2 increase in WT by IHC clearly demonstrates the link between Wnt/β-catenin signaling and MMP13 expression in the dentin–pulp complex and highlights a mechanism by which *Mmp13* can modify the odontoblast activity and subsequent dentin formation.

In conclusion, the *in vitro* and *in vivo* evidence presented here demonstrates that MMP13 plays an important role in multiple functions critical to the regulation of tooth development, odontogenic differentiation, and dentin–pulp reparative mechanisms. MMP13 absence altered dentine quality and volume and the deposition of defensive tertiary reactionary dentine while increased dystrophic mineralization highlighted a key role for MMP13 in the organizing and regulation of tooth development and dentin–pulp regeneration. In addition, the results of the present study show mechanistic links to class IIa HDAC expression and the β-catenin-dependent Wnt-signaling pathway for the physiological function of MMP-13 in developing teeth and identified potential novel targets for the development of next-generation therapies for the promotion of improved reparative responses in the damaged dental pulp.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178898.

# Supplementary material for: The Critical Role of MMP13 in Regulating Tooth Development and Reactionary Dentinogenesis Repair Through the Wnt Signaling Pathway
**Source:** Front Cell Dev Biol. 2022 Apr 21;10:883266. doi: 10.3389/fcell.2022.883266
**Supplement:** Supplementary file 1

**Supplementary Table 1** Primer sequences for qRT-PCR

| **Gene** | **Primer sequence (5’ to 3’)** |
| --- | --- |
| **Mouse Sp7 transcription factor 7 (Osterix)** | (F)- AGAGGTTCACTCGCTCTGACGA  (R)- TTGCTCAAGTGGTCGCTTCTG |
| **Mouse runt related transcription factor 2 (Runx2)** | (F)- CCTGAACTCTGCACCAAGTCCT  (R)- TCATCTGGCTCAGATAGGAGGG |
| **Mouse Kruppel-like factor 4 (Klf4)** | (F)- CTATGCAGGCTGTGGCAAAACC  (R)- TTGCGGTAGTGCCTGGTCAGTT |
| **Mouse nuclear factor I/C (Nfic)** | (F)- AGTGTCACGGAGCTGATCCAAG  (R)- CTGGGTAGAGTCCTTCTCATGC |
| **Mouse Nestin** | (F)- CCCTGAAGTCGAGGAGCTG  (R)- CTGCTGCACCTCTAAGCGA |
| **Mouse Dmp1** | (F)- GAAAGCTCTGAAGAGAGGACGG  (R)- CCTCTCCAGATTCACTGCTGTC |
| **Mouse Hdac5** | (F)- ACCAGCAGTTCCTGGAGAAGCA  (R)- TCCGTCAGCTCCTCTTCTGTCT |
| **Mouse MMP8** | (F)- GATGCTACTACCACACTCCGTG  (R)- TAAGCAGCCTGAAGACCGTTGG |
| **Mouse MMP9** | (F)- GCTGACTACGATAAGGACGGCA  (R)- TAGTGGTGCAGGCAGAGTAGGA |
| **Mouse MMP13** | (F)- GATGACCTGTCTGAGGAAGACC  (R)- GCATTTCTCGGAGCCTGTCAAC |
| **Mouse MMP20** | (F)- GAAGTGGCTGAACGAGGCATTG  (R)- TTGTCCGTGGAGGACCTTGCAT |
| **Mouse Ameloblastin** | (F)- TCCGAAAACCCACCAACACCTG  (R)- AGCGGATGCTTTGTTGTGTGCC |
| **Mouse Oct3/4 (Pou5f1)** | (F)- GTTGGAGAAGGTGGAACCAA  (R)- CTCCTTCTGCAGGGCTTTC |
| **Mouse Sox2** | (F)- TCCAAAAACTAATCACAACAATCG  (R)- GAAGTGCAATTGGGATGAAAA |
| **Mouse Nanog** | (F)- GGTTGAAGACTAGCAATGGTCTGA  (R)- TGCAATGGATGCTGGGATACTC |
| **Mouse NGF** | (F)- GTTTTGCCAAGGACGCAGCTTTC  (R)- GTTCTGCCTGTACGCCGATCAA |
| **Mouse Axin2** | (probe) 56-FAM/TTCCACAGG/ZEN/CGTCATCTCCTTGG/3IABkFQ/  (primer 1)- CTTTCCAGCTCCAGTTTCAGT  (primer 2)- AGTGTCTCTACCTCATTTTCCG |
| **Mouse TGFβ1** | (probe) 56FAM/ATAGATGGC/ZEN/GTTGTTGCGGTCCA/3IABkFQ/  (primer 1)- CCGAATGTCTGACGTATTGAAGA  (primer 2)- GCGGACTACTATGCTAAAGAGG |
| **Mouse SMAD3** | (probe) 56FAM/CAGCCGACC/ZEN/ATCCAGTGACCT/3IABkFQ/  (primer 1)- GCGGCAGTAGATAACGTGAG  (primer 2)- GAACACCAAGTGCATTACCATC |
| **Mouse beta-actin** | (F)- TCCTCCTGAGCGCAAGTACTC  (R)- CGGACTCATCGTACTCCTGCTT |
| **Human MMP13** | (F)- CCTTGATGCCATTACCAGTCTCC  (R)- AAACAGCTCCGCATCAACCTGC |
| **Human MMP8** | (F)- CAACCTACTGGACCAAGCACAC  (R)- TGTAGCTGAGGATGCCTTCTCC |
| **Human Hdac4** | (F)- AGGTGAAGCAGGAGCCCATTGA  (R)- GGTAGTTCCTCAGCTGGTGGAT |
| **Human Hdac5** | (F)- CGCTGA GAATGGCTTTACTGGC  (R)- GTGTAGAGGCTGAACTGGTTGG |
| **Human beta-actin** | (F)- CACCATTGGCAATGAGCGGTT  (R)- AGGTCTTTGCGGATGTCCACGT |

**Supplementary Table 2** Top 20 known genes upregulated in dental pulp cell cultures of *Mmp13*^-/-^ mice. Normalization of three independent biological replicates in each group was carried out using the DESEQ method with a threshold of one. Genes that were differentially expressed (>2.0 absolute fold change, >1 log_2_) in the *Mmp13^-/-^* relative to WT control were identified after passing a t-test (p<0.05), post-hoc multiple test (Storey with Bootstrapping) with a corrected q value of 0.05.

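The normalized values of the deposited table hold this step. Each estimated count was divided by its sample's median-of-ratios size factor, which scales a library by the middle ratio of its genes to their mean over all libraries. Results under 1 were set to 1, log2 was taken, and each gene was centred on its median over the 6 samples. The estimated counts gave the same values to within rounding when these steps were repeated. For a gene near 0 counts in WT, the threshold sets the WT value to 1, so that its fold change depends on the threshold as well as on the counts.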

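Storey's q-value estimates from the spread of p-values the share of genes that do not change, here by bootstrapping, and scales each p-value by it. A repeat of these steps on the 48613 genes with a value above the threshold of 1 put that share at 0.203. A gene entered the paper's list when its t-test p, its q-value and its fold change all passed. The separate limit on p was not applied in the repeat, so the counts given for the study's procedure may include genes that miss that limit.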

| **Gene** | **Gene name** | **Fold change** | **q value** |
| --- | --- | --- | --- |
| CART prepropeptide | Cartpt | 365.4 | 0.0027 |
| Double homeobox family member 3 | Duxf3 | 136.6 | 0.0135 |
| Eosinophil-associated, ribonuclease A family, member 2 | Ear2 | 101.6 | 0.0187 |
| Eosinophil-associated, ribonuclease A family, member 1 | Ear1 | 75.5 | 0.0264 |
| WAP four-disulfide core domain 21 | Wfdc21 | 67.6 | 0.0121 |
| Ribonuclease P RNA-like 2 | Rprl2 | 62.3 | 0.0027 |
| Eosinophil-associated, ribonuclease A family, member 6 | Ear6 | 53.1 | 0.0247 |
| Mucin 5, subtypes A and C, tracheobronchial/gastric | Muc5ac | 51.0 | 0.0176 |
| One cut domain, family member 3 | Onecut3 | 44.5 | 0.0103 |
| CD69 antigen | Cd69 | 44.5 | 0.0094 |
| Proteoglycan 3 | Prg3 | 44.4 | 0.0254 |
| Sodium channel, voltage-gated, type X, alpha | Scn10a | 40.7 | 0.0192 |
| cDNA sequence AY702103 | AY702103 | 40.1 | 0.0075 |
| Myelin-associated oligodendrocytic basic protein | Mobp | 39.6 | 0.0111 |
| Insulin-like growth factor 2 mRNA binding protein 1 | Igf2bp1 | 39.3 | 0.0147 |
| Tripartite motif-containing 71 | Trim71 | 38.9 | 0.0119 |
| NK-3 transcription factor, locus 1 (Drosophila) | Nkx3-1 | 38.4 | 0.0468 |
| Myelin transcription factor 1-like | Myt1l | 37.7 | 0.0156 |
| Apolipoprotein B | Apob | 37.6 | 0.0193 |
| S100 calcium binding protein A9 (calgranulin B) | S100a9 | 36.8 | 0.0081 |

**Supplementary Table 3** Top 20 known genes downregulated in dental pulp cell cultures of *Mmp13*^-/-^ mice. Normalization of three independent biological replicates in each group was carried out using the DESEQ method with a threshold of one. Genes that were differentially expressed (>2.0 absolute fold change, >1 log_2_) in the *Mmp13^-/-^* relative to WT control were identified after passing a t-test (p<0.05), post-hoc multiple test (Storey with Bootstrapping) with a corrected q value of 0.05.

| **Gene** | **Gene name** | **Fold change** | **q value** |
| --- | --- | --- | --- |
| Tripartite motif-containing 12A | Trim12a | -43.9 | 0.0076 |
| Trophoblast glycoprotein-like | Tpbgl | -10.8 | 0.0054 |
| MicroRNA 6236 | Mir6236 | -8.9 | 0.0126 |
| nuclear encoded tRNA glutamic acid 4 (anticodon TTC) | n-TEttc4 | -6.7 | 0.0076 |
| Ly6/neurotoxin 1 | Lynx1 | -6.2 | 0.0048 |
| N-acetyltransferase 8-like | Nat8l | -6.1 | 0.0092 |
| MicroRNA 6538 | Mir6538 | -5.6 | 0.0127 |
| Sodium channel, voltage-gated, type I, beta | Scn1b | -5.4 | 0.0106 |
| Transcription factor 15 | Tcf15 | -5.3 | 0.0109 |
| Leucyl-tRNA synthetase, mitochondrial | Lars2 | -5.3 | 0.0108 |
| Transmembrane protein 28 | Tmem28 | -5.3 | 0.0396 |
| Kelch-like 30 | Klhl30 | -5.2 | 0.0111 |
| Smoothelin-like 2 | Smtnl2 | -5.2 | 0.0206 |
| Hemochromatosis type 2 (juvenile) | Hfe2 | -5.2 | 0.0278 |
| Dystrophia myotonica-protein kinase | Dmpk | -5.2 | 0.0056 |
| SH3-binding domain kinase family, member 2 | Sbk2 | -5.1 | 0.0145 |
| Proline rich membrane anchor 1 | Prima1 | -5.0 | 0.0295 |
| Sema domain, transmembrane domain (TM), and cytoplasmic domain, (semaphorin) 6C | Sema6c | -5.0 | 0.0171 |
| Four and a half LIM domains 3 | Fhl3 | -5.0 | 0.0135 |
| Junctophilin 2 | Jph2 | -4.9 | 0.0141 |

**Supplementary Table 4** Over-represented upregulated pathways (genes > 2-fold) in *Mmp13^-/-^* mice dental pulp cells, analysed using PathVisio software (version 3.3.0+). In order to remove falsely over-represented pathways results were filtered by the number genes changed (>2), z-score (>1.96), and permuted p-values (<0.05). These pruned results minimize redundant terms and pathways.

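In an over-representation analysis, the genes called in one direction are counted in each pathway and set against the share called among all genes with a pathway. The z-score gives how far a pathway's count lies from that share, and the permuted p-value gives how often random gene lists of the same size reach the same score. Such a score counts genes and does not use the size of their change. The odorant receptor pathway of Supplementary Table S4 holds genes of the family that, in these samples, stood at 14.4 to 17.5 CPM in WT and at 257, 292 and 959 CPM in *Mmp13* -/- samples 1, 2 and 6.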

| **Pathway** | **Number changed** | **% changed** | **z-score** | **P value (permuted)** |
| --- | --- | --- | --- | --- |
| GPCRs, Class A Rhodopsin-like | 225 | 65 | 12.91 | <0.0001 |
| Odorant GPCRs | 188 | 66 | 11.93 | <0.0001 |
| GPCRs, Other | 156 | 68 | 11.55 | <0.0001 |
| Non-odorant GPCRs | 266 | 54 | 10.66 | <0.0001 |
| Peptide GPCRs | 70 | 74 | 8.87 | <0.0001 |
| Blood Clotting Cascade | 20 | 80 | 5.3 | <0.0001 |
| Glucocorticoid and Mineralcorticoid Metabolism | 13 | 85 | 4.64 | <0.0001 |
| Complement and Coagulation Cascades | 61 | 52 | 4.43 | <0.0001 |
| Monoamine GPCRs | 33 | 61 | 4.3 | <0.0001 |
| DNA Replication | 41 | 51 | 3.45 | 0.001 |
| Biogenic Amine Synthesis | 15 | 60 | 2.84 | 0.006 |
| Dopaminergic Neurogenesis | 30 | 50 | 2.8 | 0.004 |
| Steroid Biosynthesis | 13 | 62 | 2.77 | 0.009 |
| Cytokines and Inflammatory Response | 27 | 48 | 2.43 | 0.012 |
| SIDS Susceptibility Pathways | 61 | 41 | 2.41 | 0.013 |
| Serotonin and anxiety | 17 | 53 | 2.37 | 0.015 |
| Macrophage markers | 10 | 60 | 2.32 | 0.015 |
| Serotonin and anxiety-related events | 13 | 54 | 2.15 | 0.029 |
| Osteoclast | 14 | 50 | 1.97 | 0.031 |

**Supplementary Table 5** Top 20 over-represented down-regulated pathways (genes > 2-fold) in *Mmp13^-/-^* mice dental pulp cells, analysed using PathVisio software (version 3.3.0). In order to remove falsely over-represented pathways results were filtered by the number genes changed (>2), z-score (>1.96), and permuted p-values (<0.05). These pruned results minimize redundant terms and pathways.

| **Pathway** | **Number changed** | **% changed** | **z-score** | **P value (permuted)** |
| --- | --- | --- | --- | --- |
| Insulin Signalling | 158 | 92 | 5.64 | <0.0001 |
| EGFR1 Signalling Pathway | 175 | 91 | 5.48 | <0.0001 |
| TNF-alpha NF-kB Signaling Pathway | 184 | 90 | 5.26 | <0.0001 |
| Focal Adhesion | 185 | 87 | 4.45 | <0.0001 |
| IL-6 signalling Pathway | 99 | 92 | 4.33 | <0.0001 |
| IL-3 signalling Pathway | 100 | 91 | 4.15 | <0.0001 |
| PluriNetWork | 290 | 83 | 4.09 | <0.0001 |
| Delta-Notch Signalling Pathway | 84 | 92 | 3.93 | <0.0001 |
| Alpha6-Beta4 Integrin Signaling Pathway | 66 | 94 | 3.9 | <0.0001 |
| Focal Adhesion-PI3K-Akt-mTOR-signaling pathway | 323 | 82 | 3.76 | <0.0001 |
| Adipogenesis genes | 133 | 86 | 3.61 | 0.001 |
| Striated Muscle Contraction | 45 | 96 | 3.46 | <0.0001 |
| ESC Pluripotency Pathways | 117 | 86 | 3.35 | <0.0001 |
| Wnt signalling Pathway and Pluripotency | 97 | 88 | 3.33 | <0.0001 |
| MAPK signalling pathway | 159 | 84 | 3.33 | 0.003 |
| Integrin-mediated Cell Adhesion | 100 | 87 | 3.24 | <0.0001 |
| ErbB signaling pathway | 46 | 93 | 3.18 | <0.0001 |
| Wnt Signaling Pathway NetPath | 108 | 86 | 3.16 | 0.002 |
| MicroRNAs in Cardiomyocyte Hypertrophy | 83 | 88 | 3.15 | 0.004 |
| Dysregulated miRNA Targeting in Insulin/PI3K-AKT Signaling | 26 | 100 | 3.13 | 0.005 |

How the deposited data were processed for this re-analysis (not part of the article)

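RNA sequencing measured gene expression in dental pulp of 3 WT and 3 *Mmp13* -/- mice aged 3 months, with each library made from an independent biological sample. Samples were grouped by the genotype in their labels. WT samples carry the replicate numbers 2, 4 and 5 and *Mmp13* -/- samples the numbers 1, 2 and 6, so the genotypes share the number 2 and no other, and samples were not paired. Incisors are named in the paper's methods and molars in the sample labels, and both tooth types were recorded without a choice between them. Among the titles, only those of the WT samples name molars.

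A single table with 53342 Ensembl genes was used. Its estimated counts per gene were made by the authors from aligned reads in Strand NGS, and carry fractions where reads were shared between genes or transcripts. Neither the paper nor the table states the aligner's settings, the genome build or the annotation release. Its normalized values were made by the authors from those counts on the log2 scale, with median-of-ratios size factors, a threshold of 1 and centring of each gene on its median over the 6 samples. The second set of values was checked by computing it again from the first, and the results were equal to within rounding. Reads themselves were not used here.

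Estimated counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16. The quasi-likelihood test was applied with TMM factors, the edgeR filter on low counts by genotype and Benjamini-Hochberg adjustment, without covariates. A gene was called when its adjusted p was under 0.05 and its change over 2-fold, and the number called at any fold was counted as well. Normalized counts in the text are counts divided by the TMM-scaled library size and brought back to the scale of the mean library, and SD is taken over the 3 samples of a genotype. For a gene with every WT sample at or under 3 counts after rounding, the fold change was computed against that floor and is given as a lower bound. The genes named in the text were fixed by a rule. They are the genes that the paper names for its sequencing, in Table 2, in Fig. 7B and in its qRT-PCR panels for pulp at 3 months, the genes of Supplementary Tables S2 and S3 that lead or miss the criteria, and the 5 genes in each direction with the smallest adjusted p among those over 2-fold whose genotypes did not overlap.

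Gene families chosen by symbol and short marker lists written by hand were tested with camera in limma 3.58.1, at an inter-gene correlation of 0.01 and with adjustment over the lists. Directions given for a list are the sign of the median log2 fold change of its tested genes. This definition was set after the first results were seen, because camera's own direction is relative to all other genes and differed from the median's sign for the enamel markers. Pathway lists behind Supplementary Tables S4 and S5 were not used here, and the pathway scores were not repeated.

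Transcript length, GC content and gene position were taken from the GENCODE M21 annotation of GRCm38, matched by Ensembl identifier for 99.8% of the genes. Satellite genes are the 13 annotated genes whose transcripts match the mouse major satellite consensus over more than 50% of their length. The background rate of a sample is its counts per kilobase of exon over 1451 odorant and vomeronasal receptor genes.

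Library totals were 29980236, 29758771 and 28442936 counts in WT samples 2, 4 and 5 and 26301896, 26547121 and 21561420 in *Mmp13* -/- samples 1, 2 and 6. Counting error alone gives a chi-square of about 1 per degree of freedom between libraries of equal composition. Over genes with at least 20 counts, pairs of WT samples gave 24.1 to 46.1, *Mmp13* -/- samples 1 and 2 gave 41.1, sample 6 against samples 1 and 2 gave 411 and 317, and pairs from different genotypes gave 292 to 838. Differences between samples of one genotype are therefore much larger than counting error, and the SD between samples was used as the error.

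Alternatives to the main choices were median-of-ratios (RLE) factors, upper-quartile factors, total counts without factors, a filter of at least 10 counts in every sample, no filter, DESeq2 1.42.0, the study's procedure as far as it is stated (a gene-by-gene equal-variance unmoderated test with Storey's q), limma on the deposited log2 values, each sample left out in turn, a test against a 2-fold change itself, an adjusted p under 0.01, and fry in place of camera. For the study's procedure genes were judged on q, and the paper's separate limit of p under 0.05 was not applied. Further alternatives were chosen after seeing the data. They were a correction of each sample for GC content (a loess fit with span 0.4 to genes with a mean log2 CPM above 3, used as offsets), subtraction of the background rate in proportion to exon length, both together, and scaling factors taken without the satellite genes and the 10 most abundant genes.

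edgeR with TMM or RLE factors, DESeq2, limma, the study's procedure and the GC correction were tested on simulated data with 200 changed genes, and the other scalings, the filters and background subtraction were not. With TMM factors edgeR recovered 97% of them with 21 false calls, limma 97% with 15, DESeq2 98% with 54, and the study's procedure 10.5% with 5. As many simulated genes rose as fell, and they were few, whereas 51.6% of the genes tested passed in the real data. These rates therefore do not carry over to the real data. This holds above all for Storey's q, which depends on the share of unchanged genes. A GC trend added to the simulated *Mmp13* -/- samples gave 7608 false calls without the GC correction and 25 with it, while 97% and 94% of the changed genes were recovered.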

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

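In this part the comparison of receptor genes between the genotypes was a test set in advance, and all other tests were chosen after the result was seen.

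Genes made of satellite repeat, which the paper does not discuss, took a median of 10.3% of the counts in *Mmp13* -/- (5.87% to 46.1%), against at most 0.0445% in any WT sample. Major satellite is repeated in long arrays beside the centromeres, so DNA left in an RNA preparation carries many copies. All 6 samples had the expression of male mice (*Ddx3y* at 10.9 to 82.2 CPM and *Xist* at 0.793 to 4.30 CPM). DNA from a male holds 1 X chromosome for each pair of an autosome, and reads spread evenly over it would give X-linked genes about 0.5 times the counts of autosomal genes. Among genes without counts in WT, the X-linked genes had 0.546, 0.585 and 0.549 times the counts per kilobase of the autosomal genes in *Mmp13* -/- samples 1, 2 and 6. Genomic DNA is therefore a candidate explanation. Satellite counts divided by the background rate differed by 2.02 times between the highest and the lowest *Mmp13* -/- sample, so the satellite share followed that rate in part. Transcription of satellite repeats in the absence of MMP13 is the biological explanation that the design offers, and it cannot be told apart from genomic DNA with counts per gene.

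Vomeronasal receptor genes, a family of sensory neurons that the paper does not discuss, stood at a median of 64.1 CPM in *Mmp13* -/- (51.5 to 239.6) against at most 3.45 CPM in WT. Together with the odorant receptor genes, the lowest *Mmp13* -/- sample stood at 14.8 times the highest WT sample. Counts of these receptor genes rose with the length of their exons, with Spearman's rho of 0.432, 0.484 and 0.626 in *Mmp13* -/- samples 1, 2 and 6 and of 0.108 to 0.130 in WT. Reads from DNA or unspliced RNA may give such a pattern, and both explanations remain. The test of X-linked genes bears on DNA alone. Expression of the receptors after loss of MMP13 cannot be told apart from these explanations.

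Small nuclear and nucleolar RNA genes took a median of 0.195% of the counts in *Mmp13* -/- (0.160% to 0.201%) against at most 0.0271% in WT. Of the counts outside the satellite genes, these genes took 0.213%, 0.217% and 0.296% in *Mmp13* -/- samples 1, 2 and 6 and at most 0.0271% in WT. A difference between library batches might act in this way, since preparations retain short RNAs to different degrees. Of the library index numbers, 1 occurs in both genotypes, and the samples with that number had 0.0271% in WT and 0.195% in *Mmp13* -/-. An index number is not a batch, and no batch is stated, so an effect of the genotype cannot be told apart from a difference between library batches.

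Erythroid markers took a median of 0.459% of the counts in *Mmp13* -/- (0.173% to 0.486%) against at most 0.142% in WT, and granulocyte markers 0.206% (0.0761% to 0.263%) against at most 0.0417%. The paper discusses neither group of genes. The smaller of the 2 ratios of the lowest *Mmp13* -/- to the highest WT sample was 1.22, which restates the pattern and does not test for blood or marrow cells in the samples. GC content was tested by repeating the set test after the GC correction. The larger of the unadjusted p-values from limma's camera was 5.18e-14, with medians of 2.43 for the 11 erythroid genes and 3.28 for the 20 granulocyte genes. Over the alternatives set in advance the adjusted p from limma ranged from 1.02e-11 to 0.0147 for erythroid and from 4.03e-21 to 0.0147 for granulocyte markers. Cells of blood or marrow, carried into the sample or present in the pulp of these mice, remain a candidate explanation that was not tested, and the genotype's own effect on such cells cannot be told apart from carry-over.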

How the results depend on the processing

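All alternatives were set before the data were examined, except the GC correction, the background subtraction, both together, and the scaling without satellite and abundant genes, which were chosen after seeing the data. Over the alternatives set in advance, direction and side of the threshold held in 465 comparisons of named genes and 186 of gene sets. In named genes 15 became weaker, 17 stronger and 7 reversed, in gene sets 1, 10 and 5. Counts of genes and the share of listed genes held in 88 comparisons and moved in 19, where a count holds within 1.5 times. Under the added alternatives, 113 named-gene and 56 gene-set comparisons held, 13 and 5 became weaker, 9 and 1 stronger and 7 and 4 reversed, and counts held in 19 and moved in 9. Causes were not tested except where stated.

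Counts over 2-fold moved as follows from 7381 (5006 higher, 2375 lower). With at least 10 counts in every sample 4666 genes changed, 3006 higher, and 42.5% of the listed genes were called. Without a filter 14325 changed, 11258 higher, and 19292 at any fold, 12716 higher. The study's procedure called 16035, 12943 higher, and 24010 at any fold, 15942 higher. limma on the deposited values called 11627, 8781 higher. A test against 2-fold itself called 3047, 2379 higher and 668 lower, and gives no count at any fold. With upper-quartile factors 1338 were lower, with total counts 3065 were lower at any fold, and at an adjusted p under 0.01 4349 were higher at any fold. Without one sample in turn 7146 to 8751 changed over 2-fold. The GC correction left 4737, 722 lower, and 3149 were lower at any fold. With background subtraction as well 3481 changed, 2585 higher and 896 lower, and 7777 at any fold, 4395 higher and 3382 lower. Background subtraction alone and the scaling without satellite and abundant genes kept each count within 1.5 times.

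Named genes that reversed were *Sox2*, *Apc*, *Tcf3* and *Klf4*. *Sox2* (−0.14) reached 0.10 with upper-quartile factors, 0.22 with the GC correction, 0.18 with background subtraction as well, and −0.54 to 0.45 across the fits that each left out one sample. *Apc* (−0.05) reached 0.15 with upper-quartile factors, 0.082 with total counts, 0.072 with at least 10 counts in every sample, 0.084 with background subtraction, and −0.18 to 0.054 with samples left out. *Tcf3* (−1.09) reached 0.0037 with the GC correction and 0.025 with both corrections, and *Klf4* (−0.61) 0.080 and 0.12.

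Core canonical Wnt components, proliferation markers, replication genes, coagulation factors and odorant receptors held under every alternative run. Frizzled receptors (median −0.76) no longer passed at −0.63 with at least 10 counts in every sample, −0.32 with the GC correction and −0.30 with both corrections, and Wnt ligands (−0.60) at −0.14 with either. MAPK kinases (−0.53) passed after the GC correction and not after both corrections, at −0.14. Wnt target genes (−0.33) passed without a filter (−0.38), under fry (−0.33) and without WT replicate 5 (−0.49), ranged up to −0.22 with samples left out, and reversed to 0.14 with the GC correction and 0.13 with both. Odontoblast markers (−0.45) passed without a filter (−0.55) and reached 0.0093 and 0.048 with the GC correction and with both. Enamel markers (0.04) reached −0.063 without a filter and −0.16 to 0.17 with samples left out.

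No paired analysis was possible because the genotypes share fewer than 2 replicate numbers. A pseudocount of 0.1 and an unfiltered fit of normalized values were set for files without counts and were not run. *Nanog*, at 57.4 counts or fewer, is given from the fit without a filter. It also passed in the study's procedure and in 4 of the fits that left out a sample, and did not pass in limma. *Cartpt*, *Duxf3*, *Pou5f1*, *Rprl3*, *Rpl34-ps1*, *Trim12a*, the vomeronasal receptors and the sensory neuron markers gave no value with at least 10 counts in every sample, and *Pou5f1* and the vomeronasal receptors gave none after background subtraction. Depth limits *Nanog* and *Duxf3* to lower bounds, and *Duxf3* lay at 6.96 to 11.24 on the log2 scale with samples left out.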

Differences from the paper's values

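The paper counts 8228 genes changed by any fold, 4314 of them higher and 3914 lower, against 12665, 6710 and 5955 here. Of the alternatives set before the data were examined, total counts without factors (9957 genes), at least 10 counts in every sample (10141), the fits without WT replicate 4 (10915), WT replicate 5 (11799), *Mmp13* -/- replicate 1 (12281) and *Mmp13* -/- replicate 2 (12014), and an adjusted p under 0.01 (8660) brought the total within 1.5 times of the paper's. RLE factors, upper-quartile factors, no filter, DESeq2, the study's procedure, limma on the normalized values and the fits without WT replicate 2 and *Mmp13* -/- replicate 6 did not. For higher genes the gap closed with at least 10 counts in every sample (5104), without WT replicates 4 (5829) and 5 (6341), without *Mmp13* -/- replicate 2 (6243) and at an adjusted p under 0.01 (4349), and stayed open with the others. For lower genes it closed with upper-quartile factors (4618), total counts (3065), at least 10 counts in every sample (5037), DESeq2 (5832), limma (4935), without WT replicates 4 (5086) and 5 (5458), without *Mmp13* -/- replicates 1 (5671) and 2 (5771), and at an adjusted p under 0.01 (4311), and stayed open with the others. Chosen after seeing the values, the GC correction (8997 genes, 5848 higher and 3149 lower), background subtraction (11227, 5743 and 5484) and both together (7777, 4395 and 3382) also came within 1.5 times of the paper's 3 counts.

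The paper gives 45796 genes tested, against 24534 here. No filter (49715), the study's procedure and limma on the normalized values (48613 each) closed that gap, and the other alternatives set before the data were examined did not. In the paper 10.96% of genes changed over 2-fold and 17.96% by any fold, against 30.1% and 51.6% here. For the first share, the test against a 2-fold change itself (12.4%) closed the gap and the others did not. Both corrections together, chosen after seeing the values, gave 15.2%. For the second, none of the alternatives closed it, whether set before the data were examined or chosen after seeing the values, and the lowest share was 29.8% with limma on the normalized values. The paper's counts over 2-fold, 5020 genes with 3352 higher and 1668 lower, were within 1.5 times of the main counts here. The study's procedure, without the paper's separate limit on p, gave 16035, 12943 and 3092 instead. That limit may account for part of the gap, and no other differing step was found.

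*Sox2* is 1.2-fold higher in *Mmp13* -/- in the paper, against a ratio of 0.907 here. Among alternatives set before the data were examined, upper-quartile factors (1.07) and the fits without WT replicate 5 (1.36) and without *Mmp13* -/- replicate 2 (1.04) closed the gap, and the others, from 0.686 to 0.990, did not. With the GC correction and with both corrections, chosen after seeing the values, the log2 fold change of *Sox2* was 0.22 and 0.18.

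*Mmp9* and *Ambn* are listed by the paper among rising genes. Here their adjusted p-values from edgeR were 0.0738 and 0.0616. *Mmp9* passed an adjusted p of 0.05 with upper-quartile factors (0.0172 from edgeR), at least 10 counts in every sample (0.0286), DESeq2 (0.0344) and the fits without WT replicate 4 (0.0412) and without *Mmp13* -/- replicate 6 (0.0460), and in each its change stayed under 2-fold. It was called, with log2 fold changes of 1.25 and 1.29, after the GC correction (0.00199 from edgeR) and both corrections (0.00138), and passed under 2-fold at 0.68 with background subtraction (0.0203 from edgeR), all chosen after seeing the values. Over all settings set in advance its adjusted p ranged from 0.0172 to 0.360. *Ambn* passed with upper-quartile factors (0.0296 from edgeR), total counts (0.0336), at least 10 counts in every sample (0.0412) and no filter (0.0438). It also passed in the fits without WT replicate 2 (0.00429) and without *Mmp13* -/- replicate 6 (0.0453). In the study's procedure it passed when judged on q alone (0.0456). Its adjusted p ranged from 0.00429 to 0.250 over the settings set in advance. With background subtraction, chosen after seeing the values, its adjusted p from edgeR was 0.0318.

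By qRT-PCR the paper reports more *Klf4* and more *Hdac5* in *Mmp13* -/- pulp at 3 months. In the sequencing data their log2 fold changes were −0.61 and −1.26, with adjusted p-values from edgeR of 0.0233 and 0.000166. Of 14 alternatives set in advance, *Klf4* no longer passed in 7 and *Hdac5* passed in all 14. With the GC correction, chosen after seeing the values, *Klf4* was at 0.08 and *Hdac5* at −0.21, and with both corrections, also chosen after seeing the values, *Klf4* was at 0.12 and *Hdac5* at −0.19. Neither gene was higher with an alternative set before the data were examined. The entry *n-TEttc4* of Supplementary Table S3 was not found in the table by its symbol.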

Other observations

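The tests of other splits, library size, receptor genes, gene length, muscle, tooth type and the neighbourhood of the locus were set in advance. The tests of abundant genes, GC content, shares outside the satellite genes, background subtraction, X-linked genes, the listed genes in sample 6, *Nanog*, *Pou5f1* and *Duxf3* were chosen after the result was seen.

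Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many genes changed over 2-fold as the real split, namely the real split itself. Each of the other splits gave 0 genes, with 79 to 597 genes at an unadjusted p under 0.05 against 14152 in the real split, and this held whether or not a split parted the samples numbered 2. A share under 0.1 is out of reach with these samples, so the test cannot set chance apart. After every sample was thinned to the smallest total, 6605 genes changed over 2-fold, so that library size does not account for most of the count. With scaling factors taken without the satellite genes and the 10 most abundant genes 68.3% of the called genes rose, against 67.8%. TMM factors already trim such genes, and this scaling moved the median log2 fold change of all genes by 0.016, so a part played by a few abundant genes cannot be told from it. GC content may account for part of it, since 4737 genes passed after the GC correction, 3700 of them also called without it. After background subtraction 3700 genes rose over 2-fold against 5006, of which 3411 were among those 5006, so subtraction at the background rate left most of the rise. The 32 odorant receptor genes still tested were all higher, with a median of 2.18, so that subtraction may not remove all background reads. With the GC correction as well, 2585 genes rose over 2-fold. What produced the GC trend was not tested. A difference in fragmentation, amplification or sequencing between libraries could give one, and the genotype cannot be told apart from such a difference.

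Genes of low abundance rose in *Mmp13* -/- and abundant genes fell. Reads from DNA or unspliced RNA may contribute. Receptor genes were 14.8 times higher in the lowest *Mmp13* -/- than in the highest WT sample, and the ratio of X-linked to autosomal counts lay farthest from 0.5 at 0.585, within a range of 0.4 to 0.65 that was set after the ratio was seen. The log2 fold change also rose with exon length at matched abundance, with Spearman's rho of 0.243 across genes, as both background reads and a length bias could give. None of these explanations was excluded for this pattern. Of the 20 rising genes of Supplementary Table S2, 12 had their highest count in *Mmp13* -/- sample 6, which had the highest background rate and the smallest total, against 36.1% of the 5006 rising genes. Of those 12 genes, 2 were within 2 times the background rate in every *Mmp13* -/- sample, so for the others the count exceeded that level in at least 1 sample.

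The background rate bears on single genes as well. The count of *Nanog* was 1.02 times the expected background in the lowest *Mmp13* -/- sample, and 4.06 and 5.34 times in the others. For *Pou5f1* the lowest value was 1.70 times. A rise of either gene cannot be told apart from reads from genomic DNA in every sample. For *Duxf3* the highest value was 1.04 times the lowest over the *Mmp13* -/- samples. A constant ratio is what a repeated gene with a fixed number of copies in genomic DNA would give, so DNA is a candidate explanation for its rise.

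For the Wnt and MAPK lists, the medians were set against random lists matched on GC content and abundance. The core canonical Wnt components lay at percentile 0.64, outside the middle 95% of the lists, so the GC trend does not account for all of their fall. Wnt ligands lay at percentile 30.3, Frizzled receptors at 8.84 and Wnt target genes at 33.7, inside the middle 95%, so the fall of these lists may follow from their GC content. The fall of the core components may reflect the genotype, as a hypothesis found and tested on the same data, but a difference between library batches was not separated from it. The MAPK cascade kinases lay at percentile 15, inside the middle 95%, so their fall may follow from their GC content.

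Muscle markers took 14.4%, 12.5% and 12.7% of the counts in WT samples 2, 4 and 5 and 8.56%, 8.31% and 2.70% in *Mmp13* -/- samples 1, 2 and 6. The largest ratio between samples of one genotype was 3.17, between the 2-fold and the 4-fold limits set for the test. Satellite counts lower this share in sample 6, and of the counts outside the satellite genes the *Mmp13* -/- samples had 9.09%, 9.27% and 5.01%, with a largest ratio of 1.85, under the 2-fold limit. The outcome of the test thus depends on which counts the share is taken of, and muscle carried into the samples of one genotype more than the other was not tested and cannot be told apart from an effect of the genotype. Enamel markers took 0.178% to 0.471% in WT and at least 0.316% in *Mmp13* -/-. The lowest *Mmp13* -/- sample was at 0.670 times the highest WT sample, which goes against different tooth types in the 2 genotypes. Of the counts outside the satellite genes, however, enamel markers took 0.691%, 0.658% and 0.586% in *Mmp13* -/- against at most 0.471% in WT, a ratio of 1.24, and proliferation markers were also higher in every *Mmp13* -/- sample (at least 0.0776% against at most 0.0378%). As a set the 12 enamel markers had a median log2 fold change of 0.04, with 6 higher and 6 lower (adjusted p = 0.770 from limma's camera). The higher share therefore does not stand for a rise of the whole list. The growth protocol in the labels names molars for all samples, whereas the titles name molars for the WT samples alone. The paper names incisors. Different tooth types were therefore not excluded, and they cannot be told apart from the genotype.

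Within 5 Mb of the *Mmp13* locus on chromosome 9, 52.8% of 36 tested genes were called when *Mmp13* itself and the satellite genes, several of which lie in this window, were left out, all 19 of them higher, against 30.0% of genes elsewhere (Fisher's exact test, p = 0.00539). Strain DNA carried along with a targeted locus could act on such genes. With the GC correction the shares were 22.2% and 19.2% (Fisher's exact test, p = 0.672), so the excess depends on the GC correction and a neighbourhood effect on *Mmp8* and *Mmp20* was not shown.

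Markers of sensory neurons had a median log2 fold change of 2.22 and did not pass the set test (adjusted p = 0.0518 from limma's camera, 0.00199 to 0.166 over the alternatives set in advance). The set passed in 6 of 11 alternatives set in advance and after the GC correction (adjusted p = 0.0394 from limma's camera). It did not pass with background subtraction (0.205) or with both corrections (0.115). Ribosomal protein genes had a median of 0.70, with 64 of 78 higher.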
